# Dimorphic metabolic and endocrine disorders in mice lacking the constitutive androstane receptor

**DOI:** 10.1038/s41598-019-56570-0

**Published:** 2019-12-27

**Authors:** Céline Lukowicz, Sandrine Ellero-Simatos, Marion Régnier, Fabiana Oliviero, Frédéric Lasserre, Arnaud Polizzi, Alexandra Montagner, Sarra Smati, Frédéric Boudou, Françoise Lenfant, Laurence Guzylack-Pirou, Sandrine Menard, Sharon Barretto, Anne Fougerat, Yannick Lippi, Claire Naylies, Justine Bertrand-Michel, Afifa Ait Belgnaoui, Vassilia Theodorou, Nicola Marchi, Pierre Gourdy, Laurence Gamet-Payrastre, Nicolas Loiseau, Hervé Guillou, Laïla Mselli-Lakhal

**Keywords:** Metabolism, Metabolic disorders

## Abstract

Metabolic diseases such as obesity, type II diabetes and hepatic steatosis are a public health concern in developed countries. The metabolic risk is gender‐dependent. The constitutive androstane receptor (CAR), which is at the crossroads between energy metabolism and endocrinology, has recently emerged as a promising therapeutic agent for the treatment of obesity and type 2 diabetes. In this study we sought to determine its role in the dimorphic regulation of energy homeostasis. We tracked male and female WT and CAR deficient (CAR−/−) mice for over a year. During aging, CAR−/− male mice developed hypercortisism, obesity, glucose intolerance, insulin insensitivity, dyslipidemia and hepatic steatosis. Remarkably, the latter modifications were absent, or minor, in female CAR−/− mice. When ovariectomized, CAR−/− female mice developed identical patterns of metabolic disorders as observed in male mice. These results highlight the importance of steroid hormones in the regulation of energy metabolism by CAR. They unveil a sexually dimorphic role of CAR in the maintenance of endocrine and metabolic homeostasis underscoring the importance of considering sex in treatment of metabolic diseases.

## Introduction

Prevalence of obesity and associated metabolic disorders like type 2 diabetes, hypertension and Nonalcoholic Fatty Liver Disease (NAFLD) are major causes of morbidity and mortality throughout the world. There is increasing evidence that risk factors and clinical manifestations of metabolic diseases are influenced by sex. Women present a lower risk to develop metabolic disorders even though they generally have a proportionally higher amount of adipose tissue than men^1^. This relative protection is decreased in postmenopausal women, which may be attributed to a loss in estrogen signaling^2^.

The constitutive androstane receptor (CAR) is an essential member of the nuclear receptor family initially characterized as a xenosensor playing an important role in response to drugs and environmental chemicals^3,4^. It is a receptor particularly interesting in the study of the dimorphic aspect of metabolic diseases due to its position at the crossroads between energy metabolism and endocrinology. CAR is involved in endocrine homeostasis by regulating hormone metabolism. Androstane metabolites, estrogens, and progesterone affect CAR activity^5–7^ and some CAR-regulated enzymes are involved in steroid metabolism. For example the prototypical CAR target gene CYP2B6 metabolizes both estrogen and androgen and CAR regulates the expression of a specific UDP glucuronosyltransferase (UGT1A1) that glucuronidates estrogens^6,8,9^. CAR has emerged as a promising therapeutic entry-point for the treatment of metabolic diseases^10,11^. Suggesting a link between CAR and diabetes is evidence showing that treatment with CAR-activators, such as phenobarbital, decreases plasma glucose and improves insulin sensitivity, in diabetic mice^12^ and human Type 2 Diabetes (T2D) patients^13^. Moreover, CAR seems to play a role in metabolic flexibility since its expression was shown to be induced by long-term fasting^14,15^, and CAR-deficient mice are defective in fasting adaptation, losing more weight as compared to wild-type (WT) mice^16^. Converselly, CAR activation through the pharmacological agonist reduced high fat diet-induced obesity^10^ and serum glucose levels. It also improved glucose tolerance and insulin sensitivity in leptin-deficient ob/ob mice^11^.

The aim of this study was to better understand the role of this nuclear receptor in the sex-dependent regulation of energy homeostasis and in the development of metabolic diseases. We tracked WT and CAR−/− male and female mice for 68 weeks. We show that CAR−/− male mice develop significant metabolic disorders, including obesity, diabetes, and liver steatosis. CAR−/− females were protected from these metabolic disorders through a process dependent on sexual steroid hormones. These results reinforce CAR’s role as a candidate target for the treatment of metabolic diseases and specify that it is sex-dependent.

## Results

### CAR deletion in male mice leads to obesity and glucose homeostasis disruption

WT and CAR−/− females and males were monitored for a total of 68 weeks. CAR−/− male mice gained more weight as compared to WT mice (Fig. 1A) and without increasing food intake (Supplementary Fig. 1). Overweight pattern started early, from 6 weeks of age (Supplementary Fig. 4), and increased significantly with age. At the end of the experiment the CAR−/− males weighed, on average, 11.02 g more than WT male mice, with significantly higher epidydimal and subcutaneous white adipose tissue accumulation (Fig. 1A). Female CAR−/− mice were overweight (Fig. 1B) although without significant increase in epidydimal and subcutaneous white adipose tissue (Fig. 1B).

**Figure 1:**
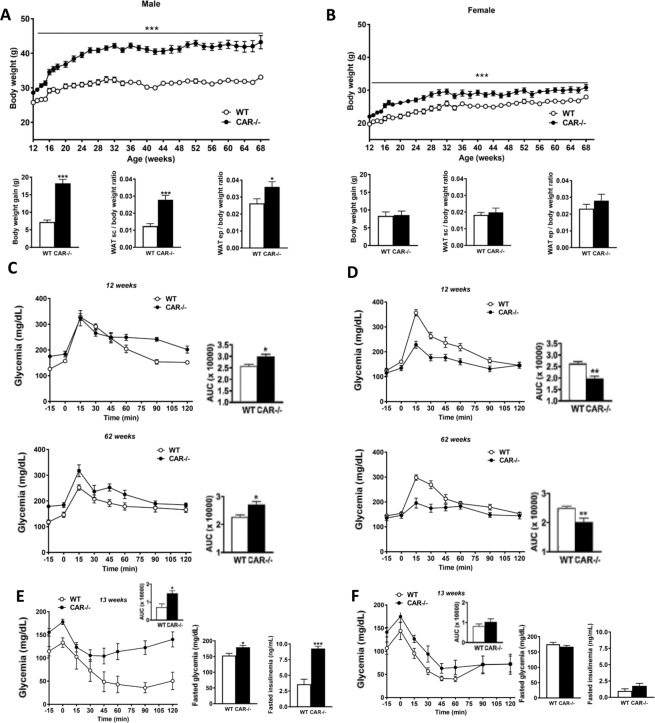
Sexually dimorphic obesity and diabetes in CAR−/− mice. Body weight, monitoring, epidydimal (ep), subcutaneous (sc) white adipose tissue (WAT) weight in male (**A**) and female (**B**) CAR−/− mice (n = 18 per group). Glucose tolerance was assessed in male (**C**) and female (**D**) mice (12 weeks) via intraperitoneal glucose administration and at age 62 weeks via oral administration (n = 9 per group). Insulin tolerance was assessed in male (**E**) and female (**F**) mice at age 13 weeks (n = 6 per group). Fasted glycemia and insulinemia were assessed in male (**E**) and female (**F**) animals at age 33 week (n = 9 per group). Data are presented as mean ± s.e.m. *p < 0.05, ***p < 0.001.

Starting from 12–13 weeks of age, male CAR−/− mice presented glucose intolerance and decreased insulin sensitivity, as compared to WT (Fig. 1C–E). Glucose intolerance persists at 62 weeks of age in CAR−/− male mice. In addition, 33-week-old CAR−/− male mice exhibited significantly higher fasting blood glucose (153.2 ± 7.4 *vs* 179.78 ± 6.16 mg/dL) and insulin (3.57 ± 0.8 *vs* 9.2 ± 0.4 ng/mL) compared to WT (Fig. 1E). Dissimilarly, CAR−/− female mice presented a better glucose tolerance at age 12 weeks and recovered at age 62 weeks (Fig. 1D). No change in insulin sensitivity, fasting blood glucose, or insulin levels was observed (Fig. 1F).

### CAR−/− male mice develop dyslipidemia and hepatic steatosis

Plasma lipid profiling of 68-week-old CAR−/− males mice show higher levels of total cholesterol as well as LDL and HDL-cholesterol, and no difference in triglycerides and free fatty acids (Fig. 2A). Hypercholesterolemia was already present in 12-week-old males (Supplementary Fig. 2A). During aging, CAR−/− male mice presented elevated alanine and aspartate aminotransferase, indicating ongoing hepatolysis (Fig. 2B). CAR deletion in female mice did not elicit significant plasmatic deregulations (Fig. 2A,B).

**Figure 2:**
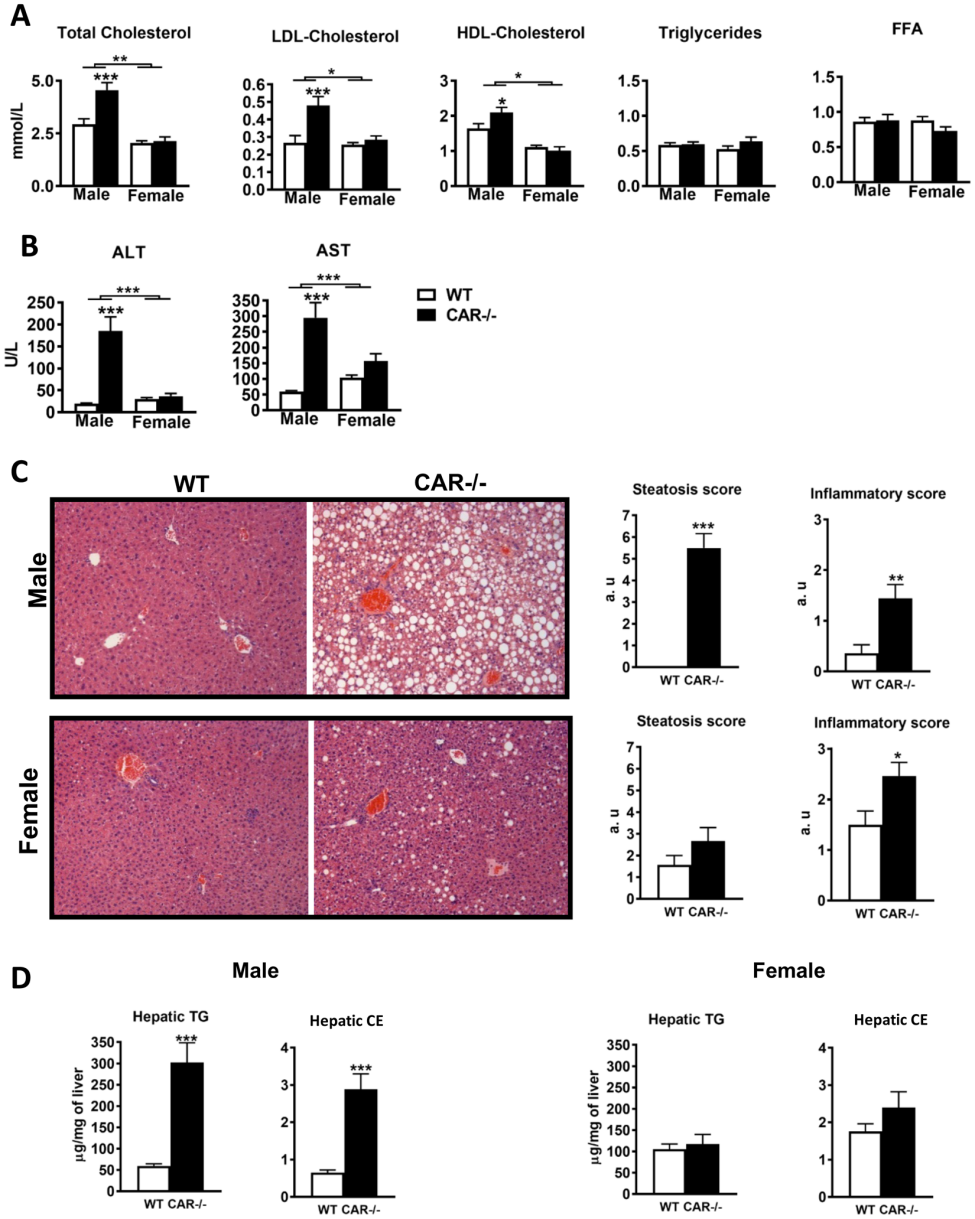
Sexually dimorphic dyslipidemia, hepatic injury, and steatosis in CAR−/− mice. Plasma Cholesterol, Triglyceride, Free Fatty Acid (**A**), ALT and AST levels (**B**), Histological sections of liver stained with H&E, magnification × 100 and steatosis and inflammatory score (**C**) and hepatic neutral lipid levels (TG: triglycerides; CE: cholesterol esters) (**D**) in WT and CAR−/− male and female mice aged 68 weeks. Data are presented as mean ± s.e.m. *p < 0.05, ***p < 0.001, n = 18 per group. ALT: alanine transaminase; AST: aspartate transaminase; FFA: free fatty acid; LDL: low-density lipoprotein; HDL: high-density lipoprotein.

Hematoxylin and eosin staining revealed extensive hepatocellular vacuolizations, characteristic of steatosis, in CAR−/− males specifically (Fig. 2C). The steatosis and inflammatory scores calculated using the Kleiner method^17^ were significantly higher in CAR−/− compared to WT males (Fig. 2C). Quantification of liver neutral lipid content confirmed these data. CAR−/− mice displayed more hepatic triglycerides (59.38 ± 5.02 *vs* 304.7 ± 46.02 μg/mg of liver) and cholesterol esters (0.65 ± 0.07 *vs* 2.88 ± 0.41 μg/mg of liver) as compared to WT mice (Fig. 2D). The hepatic pathological modifications of CAR−/− females were limited to a higher inflammatory score (Fig. 2C).

### CAR deficiency induces hepatic lipid remodeling in males

Lipidomic analysis of neutral lipid, phospholipid, and sphingolipid species is presented in Fig. 3A as a heatmap and hierarchical clustering of the relative abundance. The hepatic lipidome strongly discriminated male and female mice. This analysis indicated that the effect of CAR deficiency on the hepatic lipidome in males occurs because of abundant lipids in the cluster 1.

**Figure 3:**
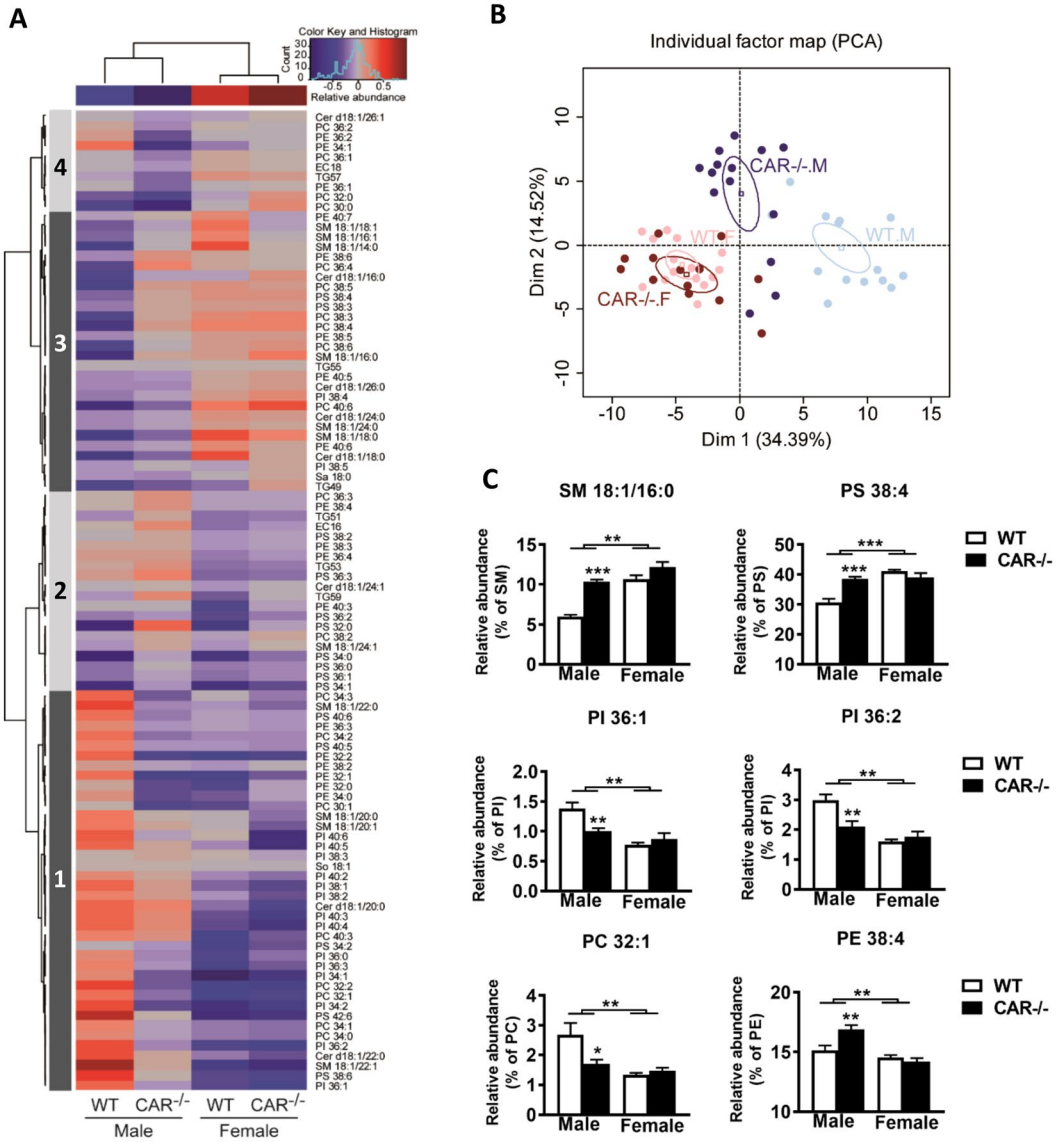
Specific lipid profiling in male and female mice. Heatmap and hierarchical clustering representing data from hepatic lipid analysis of WT and CAR−/− male and female mice at age 68 weeks (**A**). PCA showing a separation between WT and CAR−/− in male mice but not in females (**B**). No separation was observed between WT and CAR−/− female mice. The relative SM 18:1/16:0, PS 38:4 abundances for cluster 3; the relative PI 36:1, PI 36:2, and PC 32:1 abundances for cluster 1; and the relative PE 38:4 abundance for cluster 2 (**C**). Data are presented as the mean of relative abundance in each lipid species ± standard error of the mean. *p < 0.05, **p < 0.01, ***p < 0.001, n = 18 mice per group. Cer: ceramide; PS: phosphatidylserine; SM: sphingomyelin; PC: phosphatidylcholine; TG: triglycerides; PI: phosphatidylinositol; PE: phosphatidylethanolamine; EC: esterified cholesterol; M: male; F: female.

We then performed a principal component analysis (PCA) (Fig. 3B) confirming that the hepatic lipidome discriminates males from females and that CAR deficiency significantly influences the male lipidome. The first component of the principal component analysis discriminated three groups: (1) female mice from both genotypes, (2) CAR−/− male mice, and (3) WT male mice. The relative abundance of six selected phospholipids contributing to component 1 and discriminating the three groups are presented in Fig. 3C. Overall, this extensive lipid analysis confirmed that gender influences the hepatic lipidome and highlights the effect of CAR deficiency depending on gender. In males, CAR deficiency induced not only a quantitative change in neutral lipid content and steatosis in the liver but also marked qualitative changes in the relative abundance of sphingolipids and phospholipids. Moreover, based on this lipid profiling, CAR deficiency in male mice seemed to reduce differences with female mice.

### CAR deletion induces sexually dimorphic changes in hepatic aqueous metabolites

We conducted a metabolic ^1^H-NMR phenotyping of liver tissues to measure the effects of CAR deletion on hepatic metabolism (Fig. 4). Typical ^1^H-NMR spectra from liver extracts with identified metabolites are illustrated in Supplementary Fig. 3. PCA analysis identified a strong dimorphic metabolic content, with significant discrimination of males and females independent of genotype on the first principal component (representing 13% of the total variance) (Fig. 4A). Clustering of CAR−/− *vs*. WT animals on the second principal component (8% of the variance) demonstrated that CAR deletion significantly affected the liver metabolome in both sexes. As observed during the lipidomic analysis, CAR deletion reduced the constitutive sexual dimorphic differences in hepatic metabolites.

**Figure 4:**
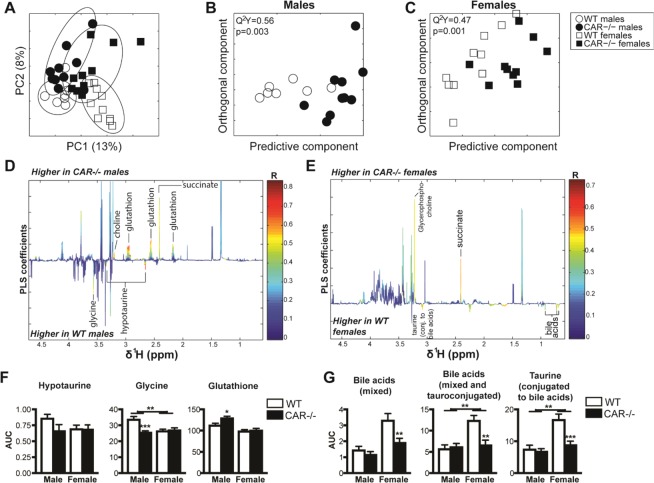
1H-NMR–based metabolic profiling of aqueous liver extracts. (**A**) PCA score plots derived from the hepatic 1H-NMR spectra from liver aqueous extracts of CAR−/− and WT males and females age 68 weeks. (**B,C**) Cross-validated score plots related to the O-PLS-DA models discriminating between WT and CAR−/− males (**B**) or females (**C**). (**D,E**) Coefficient plots related to the O-PLS-DA models discriminating between WT (bottom) and CAR−/− (top) males (**D**) or females (**E**). Metabolites are color-coded according to their correlation coefficient, and significantly altered metabolites are labeled (R2 > 0.5). The direction of the metabolite indicates the group with which it is positively associated, as labeled on the diagram. (**F,G**) Area under the curve (AUC) of the 1H-NMR signals of selected metabolites. Data are presented as the mean ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.00, n = 8 mice per group.

Orthogonal projection on latent-structure-discriminant analysis (O-PLS-DA) models were then fitted and confirmed statistically significant differences in the hepatic metabolites of WT *vs*. CAR−/− animals in males (Fig. 4B) and females (Fig. 4C). In males, CAR−/− deletion significantly increased hepatic levels of succinate, choline, and glutathione while decreasing the glutathione precursors glycine and hypotaurine (Fig. 4D). In females, CAR deletion increased succinate content, as observed in males, and modified a number of metabolites related to bile acid metabolism. Bile acid signals, as detected using ^1^H-NMR, were decreased in CAR−/− females. Similar pattern is reported for taurine conjugated to bile acids (Fig. 4E). The area under the curve for selected metabolites and univariate statistics confirmed these results (Fig. 4F,G).

### Sexual dimorphic regulation of hepatic gene expression by CAR

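CAR is the nuclear receptor encoded by Nr1i3, and CAR−/− mice carry a deletion of that gene. Liver RNA from 24 mice aged 16 weeks was hybridized to 24 one-color Agilent SurePrint G3 mouse arrays, 1 array per mouse and 6 mice in each of 4 groups (WT males, CAR−/− males, WT females and CAR−/− females). The arrays lay on 4 slides. Slides 1 to 3 held arrays of all groups, whereas slide 4 held only 1 WT male and 2 WT females. The authors deposited the scanner intensities of each array, not normalized, and a table of their own log2 values. An array held 62976 spots, of which 59305 were not controls, and some probes were spotted more than once. The headers of the scanner files give another array design number than the methods of the paper. The number of probes whose signal was well above background ranged from 28480 to 31602 per array in WT males (median 30767), from 29675 to 31363 in CAR−/− males (median 30542), from 30499 to 31919 in WT females (median 31291) and from 30114 to 34656 in CAR−/− females (median 31828.5). The number of arrays, 6 per group, limits the precision of each value.
The series description states that raw median signals were filtered, log2 transformed and quantile normalized; the filter is not specified there. Here, the log2 median signal without background correction was used, spots of one probe were averaged, and probes were kept when they were well above background on at least 4 of the 6 arrays of at least 1 group, which left 32169 probes of 22631 genes for quantile normalization. Within each array, the authors' values ranked the probes as the raw median signal did (Spearman correlation across probes of at least 0.999994). One limma model with the means of the 4 groups was fitted to all arrays, and p-values were adjusted with the Benjamini-Hochberg method within each comparison. A gene was called up- or downregulated when at least 1 of its probes had an adjusted p below 0.05 and a fold change above 1.5. The fold change threshold is that of Supplementary Tables 2 and 3, whose p threshold is given without saying whether it was adjusted; an FDR of 0.05 is stated for the lists of Fig. 5E. Where one value is given for a gene, it is that of the kept probe with the highest mean, or for the most changed genes that of the called probe with the highest mean.
The Nr1i3 probe lies on chromosome 1 of mm9, from 173148765 to 173148824. Its log2 signal was 12.04 ± 0.26 (SD, n = 6) in WT males and 9.92 ± 0.12 in CAR−/− males, a log2 fold change of -2.12 (standard error 0.15, adjusted p = 1.18e-09 with limma). In females it was 12.99 ± 0.41 in WT and 9.71 ± 0.25 in CAR−/− mice, a log2 fold change of -3.29 (standard error 0.15, adjusted p = 1.35e-13). The second Nr1i3 probe changed by -2.17 in males and -3.25 in females. Both probes are named for the deleted gene, and the first remained well above background on 6 of 6 CAR−/− arrays of each sex. WT females had more Nr1i3 signal than WT males, by 0.96 on the log2 scale (adjusted p = 6.64e-05), and the loss was larger in females than in males (difference -1.17, adjusted p = 0.0162 for the genotype by sex interaction). Cyp2b10, a target gene of CAR, was well above background on 4 of 6 arrays of either genotype in males, with log2 signals of 5.21 ± 0.27 and 6.50 ± 1.72, and reached 14.77 ± 0.14 in WT and 14.96 ± 0.30 in CAR−/− females; neither change passed the threshold (adjusted p = 0.142 and 0.872). Xist was well above background on 12 of 12 female arrays and 0 of 6 arrays of either male group, and the Y-linked Ddx3y and Eif2s3y showed the opposite pattern.

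**Figure D1:**
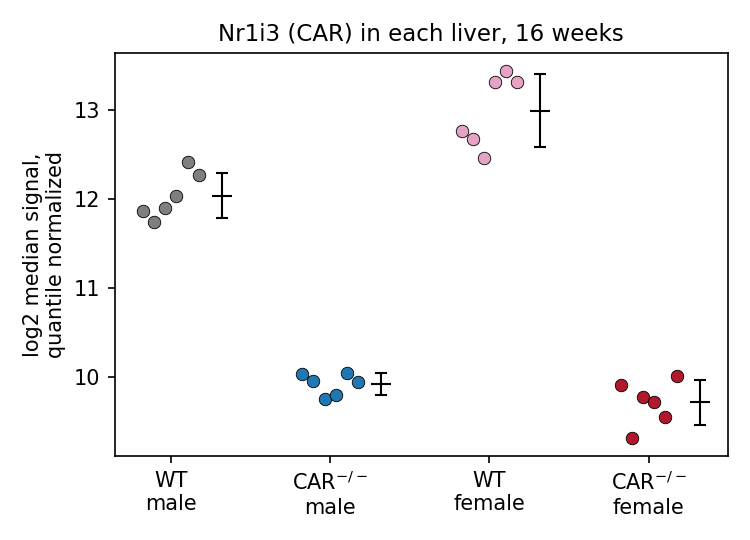
Log2 median signal of Nr1i3 after quantile normalization (vertical axis) in each of the 24 livers, by group (horizontal axis); each point is 1 mouse, and the bars beside them are the mean and SD of 6 mice. All CAR−/− mice lie below all WT mice of the same sex, with means of 9.92 against 12.04 in males and 9.71 against 12.99 in females.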

Because CAR expression is mainly hepatic^18^, we compared the hepatic transcriptomes of 16 week-old WT and CAR−/− male and female mice using microarray analysis. 

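On all 32169 kept probes, the first principal component of the 24 arrays held 46.9% of the variance and separated the sexes, and the second held 9.84% and separated CAR−/− from WT mice in both sexes. The 3 WT arrays of slide 4 lay at the lower end of the second component, so part of the spread of the WT arrays along it follows the slide. When the arrays were clustered on all kept probes (1 minus Pearson correlation, Ward's criterion), 2 clusters separated males from females for 24 of 24 arrays, and with 4 clusters 21 of 24 arrays lay in the cluster of their own group. On the probes that changed with genotype in either sex, 24 of 24 arrays fell in the cluster of their own group, a grouping to which the choice of the probes on these same arrays contributes.

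**Figure D2:**
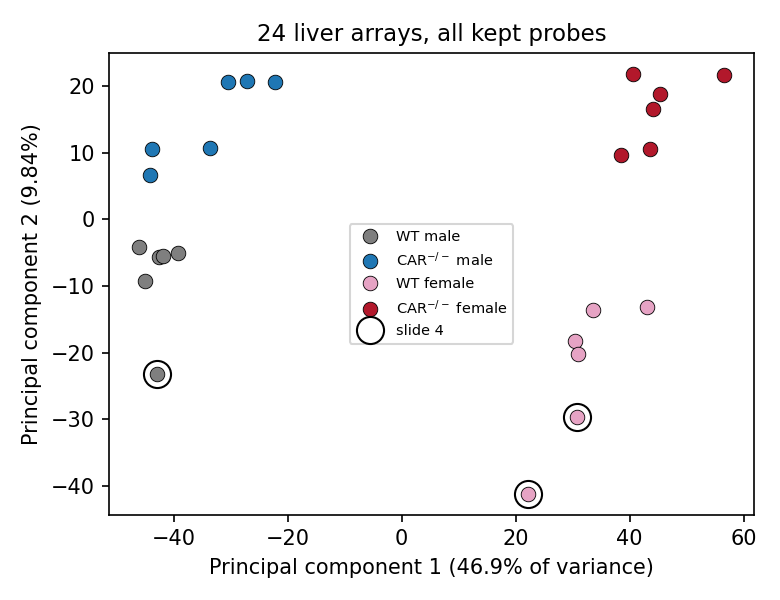
First (46.9% of variance, horizontal axis) and second (9.84%, vertical axis) principal component of the 24 liver arrays over all kept probes. Each point is 1 mouse, colored by group, and circles mark the 3 WT arrays of slide 4. Sexes lie apart on the first component and genotypes on the second.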

Differentially expressed genes were classified using hierarchical clustering, which illustrates distinct gene expression between male and female CAR−/− mice compared to WT (Fig. 5A). A total of 3214 probes were selected as differentially regulated in response to CAR deletion. 

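With limma, 2559 of the 32169 kept probes (7.96%), which represent 2219 genes, had an adjusted p below 0.05 in males, in females or in both sexes, without a minimum fold change. Of these, 733 probes passed the threshold in males only, 1647 in females only and 179 in both sexes. The count depends on the threshold, which is not given for this selection in the text of the paper. It was 948 with a fold change above 1.5 added and 10150 with an unadjusted p below 0.05. At the same adjusted threshold, it ranged from 1955, with slide as a block in the model, to 2911, with normexp background correction, over the other ways of processing the arrays, and reached 3030 without CAR−/− male replicate 5.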

Eleven clusters were identified; clusters 6 and 7 highlight genes upregulated specifically in CAR−/− females, whereas cluster 11 shows genes upregulated specifically in CAR−/− males (Fig. 5A). 

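The 2559 probes were grouped by hierarchical clustering with 1 minus the Pearson correlation over the 24 arrays as distance and Ward's criterion, and the tree was divided into 11 clusters, numbered here without relation to Fig. 5A. Each probe was scaled to a mean of 0 and an SD of 1, and a cluster was counted as upregulated in one sex only when its mean rose by at least 1 SD in that sex and by no more than 0.5 times that rise in the other sex. By this rule, 3 clusters of 873, 67 and 178 probes, 1118 in all (43.7% of the probes), were upregulated in CAR−/− females only. The largest of them rose by 1.36 SD in females and by 0.20 SD in males, and Marco, Fcgr4 and Bcl2a1d were its most changed genes. A further 2 clusters, of 203 and 193 probes, 396 in all (15.5%), were upregulated in CAR−/− males only. They rose by 1.49 and 1.78 SD in males and by 0.60 and 0.39 SD in females, with Cfd, Fmn2 and Cidec leading the first and Mogat1, Lrtm1 and Apoa4 the second. The condition applies to the mean of a cluster, and some leading genes were called upregulated in both sexes. These were Fmn2 and Lrtm1 in the male clusters, and Ifi202b and Camk2b in the female cluster of 178 probes. With the other form of Ward's linkage (ward.D), these numbers were 1190 and 366 probes. One cluster of 247 probes rose in both sexes, by 1.19 SD in males and 0.92 SD in females, and one of 162 probes, with Pcp4l1, Gas5 and Nr1i3, fell by 1.51 SD in males and by 1.22 SD in females. From its hierarchical clustering, the paper states that gene expression is distinct between male and female CAR−/− mice when these are compared to WT.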

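Whether the response to CAR deletion differed between the sexes was tested with the genotype by sex interaction. Of the 32169 kept probes, 119 had an adjusted p below 0.05 with limma (74 with a higher and 45 with a lower log2 fold change in females than in males), representing 108 genes, and 3476 had an unadjusted p below 0.05. With other processing the count lay between 54 without a filter on dim probes and 184 with scaling to the 75th percentile in place of quantile normalization. When single arrays were left out, it lay between 41 without WT male replicate 3 and 314 without CAR−/− female replicate 2. Of the 119 probes, 117 were among the 2559 probes changed in either sex. Over these 2559 probes, 80.8% changed in the same direction in both sexes, and the log2 fold changes of males and females had a Pearson correlation of 0.529 across probes, which are not independent replicates.
Among probes past the adjusted threshold, those with the largest positive interaction were of Bcl6, Marco and Cyp2c38; that of Moxd1, which was not well above background in females, did not pass it (adjusted p = 0.268). Bcl6 changed by -2.15 (log2, adjusted p = 0.0313) in males and by 1.30 (adjusted p = 0.186) in females, an interaction of 3.46 (adjusted p = 0.0472). Marco, which encodes a scavenger receptor of macrophages, changed by -0.77 (adjusted p = 0.46) in males and by 2.56 (adjusted p = 0.00249) in females, an interaction of 3.33 (adjusted p = 0.043). Over 33 other settings, 24 of which left out 1 array, the interaction passed the threshold in 10 for Bcl6 (adjusted p from 0.0185 to 0.0917) and in 13 for Marco (from 0.0238 to 0.0917). The interaction of Cyp2c38 was 1.93 (adjusted p = 0.0162) and passed in 32 of the 33 settings, all but that without the arrays of slide 4 (adjusted p from 3.85e-05 to 0.0553). The most negative interactions past the threshold were those of a Cyp2c54 probe (-2.33, adjusted p = 0.0134), of Slco1a1 (-2.30, adjusted p = 0.0403) and of the probe A_55_P2072925, which carries no gene name (-2.27, adjusted p = 0.02), whereas that of Serpina4-ps1 was -3.65 and did not pass it (adjusted p = 0.0838). The interaction of Slco1a1 passed the threshold in 12 of the 33 settings (adjusted p from 0.018 to 0.116).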

Of note, CAR deletion led to different hepatic transcriptomic changes in males and females, suggesting a distinct hepatic function of this receptor depending on the gender. 

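In males, 136 genes were upregulated and 93 downregulated in CAR−/− compared to WT mice, and in females 522 were upregulated and 136 downregulated, of 22631 genes tested. Of the upregulated genes 35 were shared by both sexes, against 3.14 expected by chance (Fisher's exact test, one-sided, p = 7.14e-27), and of the downregulated genes 30, against 0.559 expected (p = 1.23e-44). Apart from Nr1i3, 47.6% of the 63 shared genes with a known position lie among the 200 genes nearest to it. Fisher's test treats such neighbors as independent, so these p-values do not by themselves show a shared response to the loss of CAR. The shared numbers, 35 and 30, equal those printed in Fig. 5B and 5C. The regions of the diagrams specific to one sex therefore held 101 upregulated and 63 downregulated genes in males and 487 upregulated and 106 downregulated genes in females. These totals include 5 genes called upregulated in one sex and downregulated in the other, in some cases through different probes: C6, Gm2568, Tagln2 and a pair of noncoding RNAs of chromosome 1, which are named after their values were seen. Without CAR−/− male replicate 5, the male totals rose to 221 and 166, whereas they fell to 80 upregulated without replicate 2 and to 56 downregulated without replicate 3. In females the totals stayed between 438 and 607 and between 115 and 166 when each of the 24 arrays was left out in turn. Without the 3 WT arrays of slide 4, which also leaves fewer mice, they were 373 upregulated and 121 downregulated in females. The totals of males were then 162 and 115. With slide as a block, 437 and 128 genes were called in females and 119 and 86 in males. The size of the gap between the sexes in upregulated genes thus depends on the slide.
A call in one sex only does not by itself show a difference between the sexes. Of the 487 genes upregulated in females only, 404 (83.0%) changed in the same direction in males, with a median log2 fold change of 0.83 in females and 0.15 in males, and 39 had an adjusted interaction p below 0.05. Among the 106 genes downregulated in females only, 78 changed in the same direction in males and 12 passed the interaction threshold. In males, 83 of the 101 upregulated genes and 54 of the 63 downregulated genes called in that sex only changed in the same direction in females, and 6 and 9 passed the interaction threshold.
Among genes whose 6 CAR−/− arrays all lay beyond the 6 WT arrays, Ifi202b had the largest increase in either sex. It was not well above background in WT mice, so that only a lower bound can be given: it was at least 9.53-fold higher in CAR−/− males and at least 25.3-fold higher in CAR−/− females, where the bound compares the mean of the bright group with the lowest signal well above background on each array of the dim group. In males, an immunoglobulin heavy chain transcript on chromosome 12 (log2 fold change of 2.65, adjusted p = 0.0341, from 0.0138 to 0.0863 over the other settings), Fmn2 (1.92, adjusted p = 2.54e-05 at one of its probes), Mogat1 (1.88) and the immunoglobulin kappa constant transcript on chromosome 6 (1.79, adjusted p = 0.0453, from 0.0219 to 0.111) followed. In females, these were a pair of other immunoglobulin heavy chain transcripts on chromosome 12 (2.92 and 2.79, adjusted p = 0.000597 and 0.000768), Marco (2.56) and Kcnj10 (2.18, adjusted p = 2.69e-08). The pair was also called in males (2.31 and 2.07, adjusted p = 0.0121 and 0.021), the second of them in 28 of the 33 other settings (adjusted p from 0.00625 to 0.0627). Among genes whose 6 CAR−/− arrays all lay below the 6 WT arrays, and apart from Nr1i3, the largest decreases were those of Gas5 (-4.36 in males and -4.64 in females) and Pcp4l1 (-3.36 and -5.52). In males, B4galt3 (-2.58 at one of its 2 probes), 1700009P17Rik (-2.58) and Cyp2c38 (-2.59) followed, and in females Serpina4-ps1 (-3.80, adjusted p = 0.000896) and Cyp2c54 (-3.66). Ifi202b, Fmn2, Kcnj10, Gas5, Pcp4l1, B4galt3 and 1700009P17Rik lie among the 100 genes on either side of Nr1i3 on chromosome 1. The 3 probes of Gas5 differed, with log2 fold changes of -4.36, -1.38 and -0.04 in males.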

On the Venn diagrams representing the number of genes significantly up- or down-regulated in CAR−/− male and female mice compared to WT (Fig. 5B,C, respectively), we observed that female mice had a greater number of significantly and differentially expressed genes (487 upregulated and 106 downregulated) as compared to males (100 upregulated and 62 downregulated).

**Figure 5:**
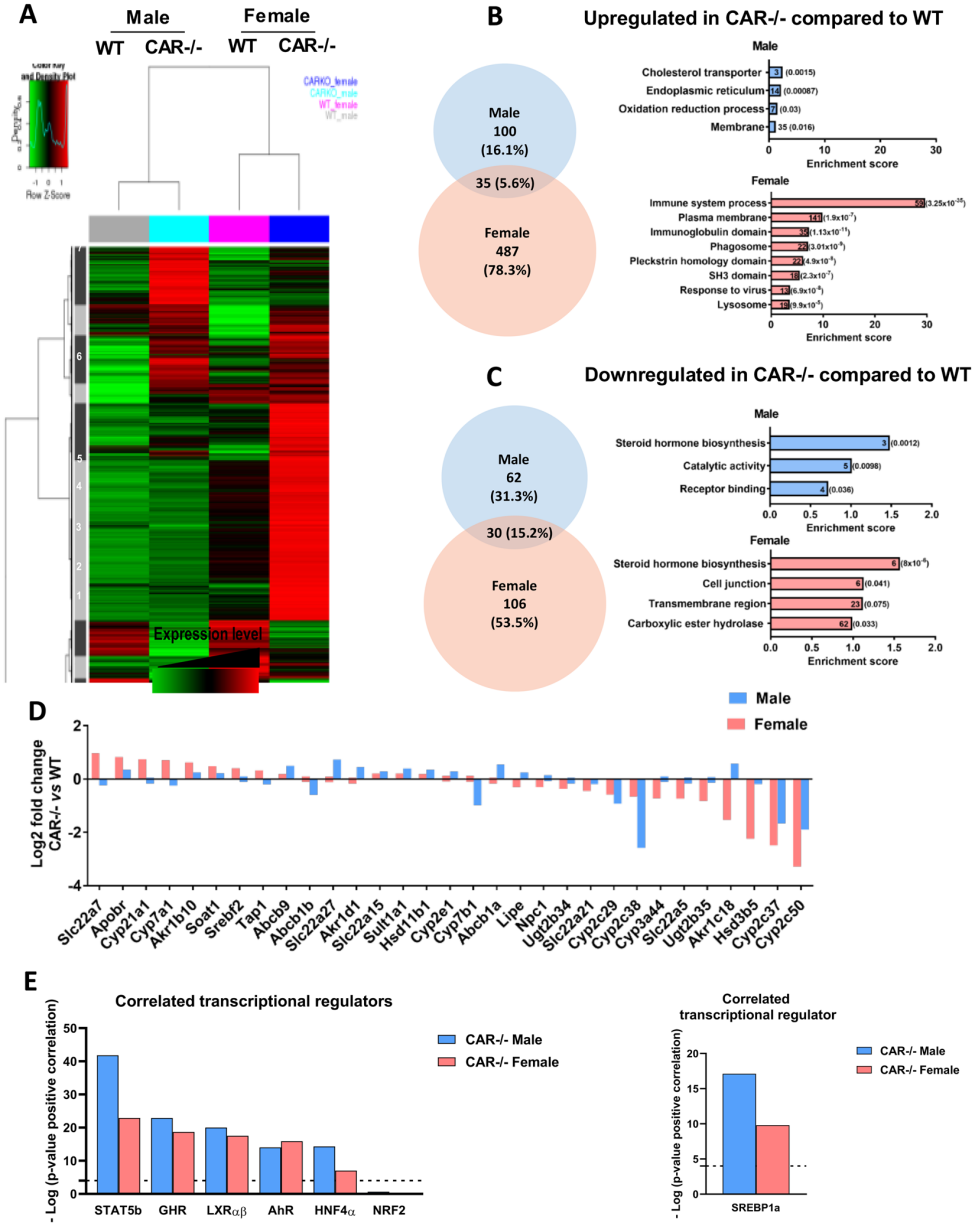
Sexually dimorphic activity of CAR in the liver: distinct regulation of steroidogenesis genes between males and females. Analysis of hepatic transcriptome of WT and CAR−/− male and female mice at age 16 weeks (n = 6 per group). Heat-map of averaged gene expression values per condition; the hierarchical clustering was obtained from individual expression values using Pearson correlation coefficient as distance and Ward’s criterion for agglomeration. The expression levels are averaged across for the 4 conditions, WT male, CAR−/− male, WT female, CAR−/− female. Red and green indicate values above and below the mean averaged, centered and scaled expression values (Z-score), respectively (**A**). Black indicates values close to the mean. Venn diagrams representing the number of hepatic genes specifically upregulated (**B**) or downregulated (**C**) in CAR−/− mice. Histograms of enrichment score for each pathway. Gene number and corresponding p-value to the right of the histograms. Expression profiles of hepatic genes involved in steroidogenesis pathways in CAR−/− male and females (**D**). 31 probes were selected as differentially regulated in CAR−/− male and females, respectively (p-value interaction (genotype–sex) < 0.05, n = 6 per group. (**E**) The DEG lists (FDR = 0,05) of altered mRNAs in the microarray of CAR−/− male and female mouse livers were compared in Correlation Engine (Illumina) to the gene lists of liver signatures for STAT5B (GSE60253), GHR (GSE11396), LXRαβ (GSE38083), AhR (GSE10082), HNF4α (GSE10390) and NRF2 (GSE864) and SREBP1a (GSE53397). Positive correlation was shown by (-log (p-value overlap) > 4).

Pathway enrichment analysis allowed us to identify the significant biological functions disrupted by CAR invalidation in males and females (Fig. 5B,C and Supplementary Table 2). In males, the upregulated genes are involved in cholesterol transport, endoplasmic reticulum, oxidation reduction process, and membranes (Fig. 5B). 

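The genes that Supplementary Table 2 lists for these categories were looked up by name. All 3 genes of cholesterol transporter activity, all 14 of endoplasmic reticulum, all 7 of oxidation-reduction process and 34 of the 35 membrane genes were called upregulated in males, and 0 of them were called in females. The remaining membrane gene is printed with a digit in place of a letter; read as Slco1a4, it rose by 0.90 in males (adjusted p = 0.0358). The lists hold only genes that the authors had called in males alone, so that this is not independent evidence. For cholesterol transport, the log2 fold change in males was 1.44 for Apoa4 (adjusted p = 0.0166), 0.71 for Abcg5 (adjusted p = 0.00263) and 0.63 for Abcg8 (adjusted p = 0.0422). In females, Abcg5 changed by -0.25 (adjusted p = 0.293), Abcg8 by -0.39 (adjusted p = 0.206) and Apoa4 by 0.82 (adjusted p = 0.158). The interaction passed the threshold for Abcg5 (-0.96, adjusted p = 0.0185, from 0.00565 to 0.0577 over the other settings) but not for Abcg8 (adjusted p = 0.0582) or Apoa4 (adjusted p = 0.726).
The most increased genes of endoplasmic reticulum were Cidec (1.91, adjusted p = 0.0176), Mogat1 (adjusted p = 0.000252) and Cd36 (1.64, adjusted p = 0.0129), those of oxidation-reduction process were Gpx6 (1.39, adjusted p = 0.00376), Fmo1 (0.86, adjusted p = 2.32e-05) and Hpgd (0.70, adjusted p = 0.00763), and Plcd3 (1.66, adjusted p = 0.00885) joined Mogat1 and Cd36 among the membrane genes. Over the other settings, the adjusted p in males ranged from 0.00258 to 0.0569 for Apoa4, from 0.00212 to 0.0624 for Cidec and from 0.0153 to 0.118 for Abcg8, so that each of these calls was lost in at least 1 setting. The median log2 fold changes in males and females were 0.71 and -0.25 over the cholesterol transport genes, 0.83 and 0.35 over endoplasmic reticulum, 0.65 and 0.06 over oxidation-reduction process, and 0.72 and 0.27 over membrane. The interaction passed the threshold at any probe for 1 gene of the first list, 1 of the second, 2 of the third and 3 of the last. The last 3 counts each include Cyp2c38, the only such gene of endoplasmic reticulum. Its interaction (1.93, adjusted p = 0.0162 with limma) was that of a probe that fell in males, so it does not speak for a rise limited to males. Cyp2c38 is in the last 3 lists through a probe that rose by 0.91 in males (adjusted p = 0.0242), whereas its brighter probe fell by 2.59.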

The downregulated genes are linked to steroid hormone biosynthesis, catalytic activity, and receptor binding (Fig. 5C). 

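Of the genes listed in Supplementary Table 3, all 3 of steroid hormone biosynthesis, all 5 of catalytic activity and 3 of the 4 receptor binding genes were called downregulated in males and 0 in females; the name of the remaining one matched no kept probe. In males, Cyp2c29 changed by -0.94 on the log2 scale (adjusted p = 5.78e-06) and Cyp7b1 by -0.99 (adjusted p = 0.0498). Cyp7b1 was called in only 6 of the 33 other settings (adjusted p from 0.00427 to 0.132). Cyp2c29 also fell in females, by 0.58 (adjusted p = 0.00124), less than the fold change threshold. Moxd1 had the largest change of the catalytic activity genes, -3.63 in males (adjusted p = 0.0284), with a log2 signal of 12.94 in WT and 9.31 in CAR−/− males; it was not well above background in females. Csad (-1.58, adjusted p = 0.0208) and Acsm2 (-0.77, adjusted p = 0.0447) followed. Among the receptor binding genes the changes in males were -1.39 for Hspa1a (adjusted p = 0.0242), -0.73 for Ide (adjusted p = 0.00552) and -0.66 for Ptk2b (adjusted p = 0.0095), whose second probe did not change (adjusted p = 0.999). Leaving out 1 mouse was enough to lose the calls of Moxd1 (adjusted p from 0.00175 to 0.0937 over the other settings), Csad (from 0.00607 to 0.0574) and Hspa1a (from 0.0121 to 0.0728), and that of Acsm2 held in 14 of 32 settings (from 0.00872 to 0.124). The median log2 fold changes in males and females were -0.99 and -0.58 for steroid hormone biosynthesis and -0.73 and -0.32 for receptor binding.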

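Supplementary Table 2 lists 59 genes upregulated in CAR−/− females under immune system process. Here 58 of the 59 were called upregulated in females and 0 in males. The median log2 fold change over the list was 0.85 in females, with 57 of 59 genes higher in CAR−/− mice, and 0.17 in males, with 50 of 59 genes higher. For each mouse, the values of the 59 genes were averaged after subtracting the mean of each probe over the 24 arrays. This score was 0.90 ± 0.29 (SD, n = 6) in CAR−/− and -0.00165 ± 0.16 in WT females, a difference of 0.90 (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 mice against 6 allow), and 6 of 6 CAR−/− females lay above all WT females. In males it was -0.37 ± 0.22 in CAR−/− and -0.53 ± 0.19 in WT mice, a difference of 0.15 (exact permutation test, p = 0.245). When each array was left out, the difference in males ranged from 0.11 to 0.23, the highest without CAR−/− male replicate 6 (p from 0.0519 to 0.4). The difference between the sexes, 0.75, was tested by permuting the genotype within each sex (100000 permutations, p = 0.0173). Within slides 1, 2 and 3, CAR−/− females exceeded WT females by 0.66, 0.77 and 1.04. Because the authors chose the list on these same arrays, these tests describe the mice and are not independent evidence.
Individual genes were tested with limma. For immune system process, the most increased genes were Marco, Cd300e (log2 fold change of 1.59, adjusted p = 0.00266) and Clec4n (1.52, adjusted p = 0.000288), and 8 of the 59 genes passed the interaction threshold. All 22 phagosome genes were called in females and 3 passed the interaction threshold; next to Marco, Fcgr4 (1.79, adjusted p = 0.00035) and Clec7a (1.28, adjusted p = 0.00104) rose most. All 13 genes of response to virus were called in females, with Batf3 (1.02, adjusted p = 3.78e-05), Oas2 (1.02, adjusted p = 0.000362) and Oas1a (1.01, adjusted p = 0.000544) the most increased, and 4 passed the interaction threshold, among them Oas2 (1.16, adjusted p = 0.0258, from 0.00857 to 0.086 over the other settings) and Oas1a (1.09, adjusted p = 0.0446, from 0.00884 to 0.136). In males the median log2 fold change was 0.12 over the phagosome genes and 0.08 over the genes of response to virus. Marco is also a marker of Kupffer cells, the resident macrophages of the liver, and the marker list of these cells rose in the same females.

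**Figure D3:**
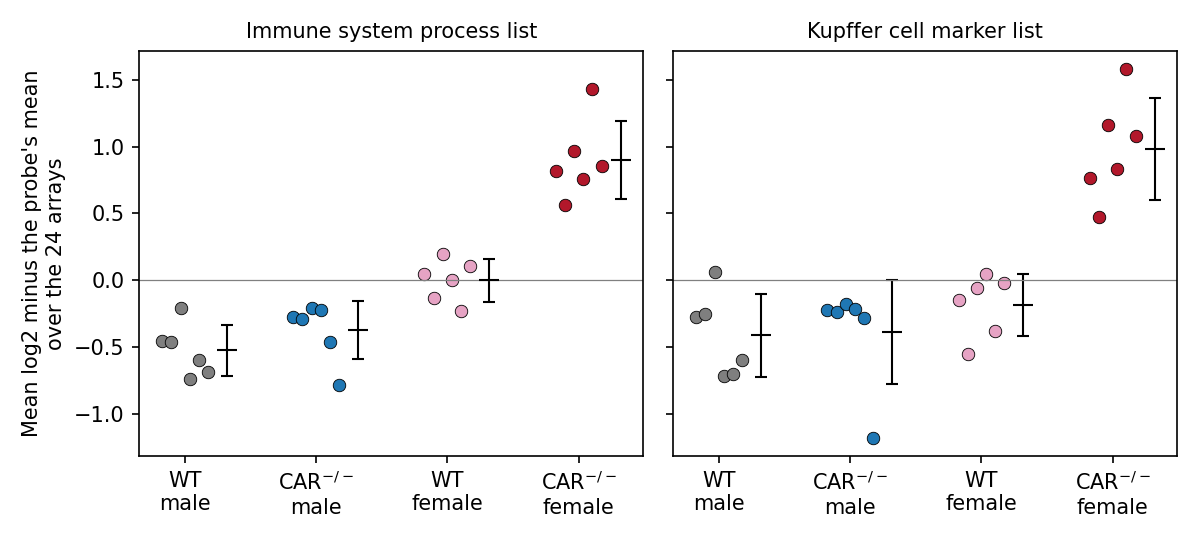
Mean log2 signal minus the mean of each probe over the 24 arrays (vertical axis), for the 59 genes of the immune system process list (left) and for 9 Kupffer cell markers (right), in each mouse by group (horizontal axis); the bars are the mean and SD of 6 mice. On the left, all CAR−/− females (0.90 ± 0.29) lie above all WT females. On the right, the same holds, and CAR−/− male replicate 6 has the lowest score, -1.18.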

In females, the hepatic immune system was specifically affected, as suggested by high number of upregulated genes in related pathways (immune system processes, immunoglobulin domain, phagosome, response to virus; Fig. 5B). 

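Among the genes listed in Supplementary Table 3 as downregulated in CAR−/− females, all 6 of steroid hormone biosynthesis, all 6 of cell junction and the 22 of 23 transmembrane region genes whose printed names matched a kept probe were called downregulated in females, and 0 in males. The remaining name is printed with a digit in place of a letter; read as Slco1a1, it changed by -2.59 in females (adjusted p = 5.86e-05) and by -0.29 in males (adjusted p = 0.713), the largest decrease in females of the list. Each list holds only genes that the authors had called in females alone. For steroid hormone biosynthesis, Hsd3b5 changed by -2.24 (adjusted p = 0.000193) in females and by -0.19 (adjusted p = 0.815) in males, and Akr1c18 by -1.53 (adjusted p = 0.00988) and 0.57 (adjusted p = 0.428). For both genes the interaction did not pass the threshold (adjusted p = 0.0574 and 0.0648); that of Hsd3b5 passed it in 5 of the 33 other settings (adjusted p from 0.0185 to 0.146). Ugt2b35 changed by -0.83 in females (adjusted p = 0.0346, from 0.00441 to 0.102 over the other settings). The most decreased cell junction genes were Ect2 (-1.18, adjusted p = 0.00631), Nox4 (-0.97, adjusted p = 0.0044) and Cldn5 (-0.70, adjusted p = 0.0246, from 0.00781 to 0.134). After Slco1a1 and Hsd3b5, Slc25a30 (-1.70, adjusted p = 0.00775) and Nceh1 (-1.22, adjusted p = 1.41e-05) were the most decreased transmembrane region genes. The interaction passed the threshold for 0 of the 6 steroid hormone biosynthesis genes, 1 of the cell junction genes and 3 of the 22 matched transmembrane region genes, and also for Slco1a1. In males the median log2 fold changes over the matched genes of these lists were -0.17, -0.23 and -0.19.
The genes called downregulated in both sexes included all 5 genes that Supplementary Table 3 lists under monooxygenase activity. Their median log2 fold change was -1.77 in males and -2.72 in females. Cyp2c50 changed by -1.91 in males (adjusted p = 4.01e-07) and by -3.27 in females (adjusted p = 7.83e-12), Cyp2c37 by -1.77 (adjusted p = 4.91e-06) and -2.72 (adjusted p = 1.31e-09), and Cyp2c54 by -1.81 (adjusted p = 1.47e-05) and -3.66 (adjusted p = 2.65e-11). Cyp2c genes are similar in sequence, so that a probe of one may also bind transcripts of another. At the probes used, the loss was larger in females for Cyp2c54 (interaction -1.84, adjusted p = 0.00933) and Cyp2c50 (-1.37, adjusted p = 0.02, from 0.000514 to 0.0726 over the other settings). Another of the 3 Cyp2c54 probes changed by -1.42 in males and by -1.51 in females, without a detectable difference between the sexes.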

The downregulated genes are related to steroid hormone biosynthesis in both males and females, and to other functions like cell junction, transmembrane region, and carboxylic ester hydrolase specifically in females (Fig. 5C). 

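All 31 genes named in Fig. 5D had a kept probe. In males 11 of them had an adjusted p below 0.05 and in females 14, 3 of them in both sexes, whereas 9 had it in neither. By the sign of the estimate alone, males and females changed in opposite directions for 15 of the 31 genes. By sign, 11 genes were lower in CAR−/− males and 18 lower in CAR−/− females. These counts include changes near 0, such as that of Sult1a1 in females (-0.01, adjusted p = 0.963 with limma). The 3 genes past the threshold in both sexes, Cyp2c29, Cyp2c37 and Cyp2c50, fell in both. With the fold change threshold added, 7 of the 31 genes were called in males and 8 in females at the probe used. The genotype by sex interaction had an unadjusted p below 0.05 for 27 of the 31 genes with limma. Over all kept probes, only Cyp2c38 and Cyp2c50 passed the adjusted threshold, whereas adjusted over the list alone 24 did; the authors selected the list by this interaction on the same arrays, so that the second number is not independent evidence.
Among the genes that changed in females and not detectably in males were Cyp7a1, the rate-limiting enzyme of bile acid synthesis (0.71, adjusted p = 0.0436, in females and -0.25, adjusted p = 0.56, in males), Apobr (0.82, adjusted p = 0.00204, and 0.35, adjusted p = 0.262), Soat1 (0.48, adjusted p = 0.00988, and 0.00, adjusted p = 0.997), and Ugt2b34 (-0.37, adjusted p = 0.0248, and 0.04, adjusted p = 0.879). Genes that changed in males and not detectably in females were Hsd11b1 (0.34, adjusted p = 0.0137, in males and -0.03, adjusted p = 0.876, in females), Abcb9 (0.49, adjusted p = 0.00268, and 0.18, adjusted p = 0.275), Akr1d1 (0.44, adjusted p = 0.0085, and 0.04, adjusted p = 0.859) and Abcb1b (-0.60, adjusted p = 0.04, and 0.10, adjusted p = 0.779). Over the other settings, the adjusted p in females ranged from 0.0158 to 0.197 for Cyp7a1, from 0.00447 to 0.12 for Soat1 and from 0.00596 to 0.0689 for Ugt2b34, and that in males from 0.0044 to 0.116 for Abcb1b. For these 8 genes the adjusted interaction p lay between 0.115 and 0.463. In males, Cyp3a44 was well above background on 0 of 6 WT and 1 of 6 CAR−/− arrays, and Slc22a27 on 0 of 6 and 5 of 6, whereas their log2 signals were 14.22 and 10.76 in WT females.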

Gene expression involved in steroid hormone biosynthesis was affected in both CAR−/− males and females but differed by gender, as confirmed by the hepatic profile of 31 genes involved in steroid hormone metabolism (Fig. 5D).

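The lists of differentially expressed genes compared at an FDR of 0.05, without a minimum fold change, held in males 503 upregulated and 295 downregulated genes with limma, and in females 1123 upregulated and 454 downregulated genes. At this threshold 84 genes were upregulated in both sexes (Fisher's exact test, one-sided, p = 6.21e-23) and 56 downregulated in both (p = 4.33e-38). Genes near Nr1i3 contribute to these overlaps too, and the test treats neighboring genes as independent. The signatures of the other transcriptional regulators come from other experiments and were not analysed here.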

The hepatic transcriptome of CAR−/− males and females was then compared in correlation Engene (Illumina) to the gene lists of liver signatures of other transcriptional regulators like STAT5B, GHR, LXRαβ, AhR, HNF4α, NRF2 and SREBP1a (Fig. 5E). A most important similitude of hepatic transcriptome profile was observed for both males and females CAR−/− with the transcriptome of STAT5B KO mice (-log (positive correlation p-value) = 41.8 and 22.9 respectively). No correlation was found only with NRF2 for male and female CAR−/− mice (Supplemental Table 4).

### CAR deletion induces steroid hormones homeostasis disruptions in males and females

Quantification of circulating levels of steroid hormones revealed elevated levels of testosterone in CAR−/− males compared to WT (Fig. 6A). Plasmatic estradiol levels were higher in CAR−/− female mice compared to WT female mice (Fig. 6A). Corticosterone levels were high in CAR−/− mice of both sexes compared to WT (Fig. 6B). Twenty-four hour urine analysis revealed elevated levels of corticosterone in urine of CAR−/− males compared to WT males (Fig. 6B).

**Figure 6:**
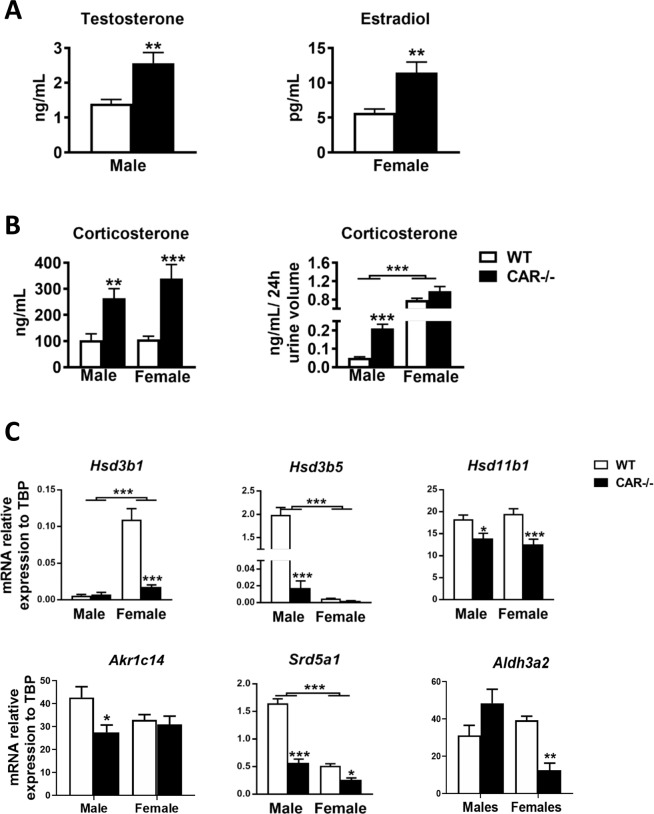
Disruption of endocrine homeostasis in CAR−/− males and females. Plasmatic levels of testosterone in males and estradiol in females were assessed in WT and CAR−/− mice at 68 weeks (**A**). Plasma and urine corticosterone levels were analysed in male and female WT and CAR−/− mice (**B**).The relative gene expression of Hsd3b1, Hsd3b5, Hsd11b1, Akr1c14, Srd5a1 and Aldh3a2 was assessed by RT-qPCR in male and female WT and CAR−/− mice at age 68 weeks (**C**). Data are mean ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001, n = 18 mice per group.

We measured the expression of enzymes involved in the catabolism of steroid hormones by the liver such as *Hsd3b1, Hsd3b5, Hsd11b1, Akr1c14, Srd5a1 and Aldh3a2*. Expression of these enzymes was decreased in CAR−/− mice compared to controls suggesting catabolism disruptions in these mice (Fig. 6C).

### Ovariectomy leads to diabetes and obesity in females CAR−/− mice

To evaluate the effect of sex hormones on the phenotypes observed in CAR−/− male and female animals, we performed surgical castration in males and ovariectomy in females. Castration led to decreased body weight and body weight gain in WT compared with the sham-operated control mice (Supplementary Fig. 4), while this loss in body weight was not observed in CAR−/− males. In contrast, ovariectomy resulted in body weight gain in both WT and CAR−/− mice compared to their sham-operated controls. However, the weight gain was greater in CAR−/− females, which developed the same obese phenotype as CAR−/− males. At the end of the experiment, CAR−/− ovariectomized mice gained 34.2 ± 1.63 g compared to 23.46 ± 2.6 g for the CAR−/− sham-operated controls (Fig. 7A).

**Figure 7:**
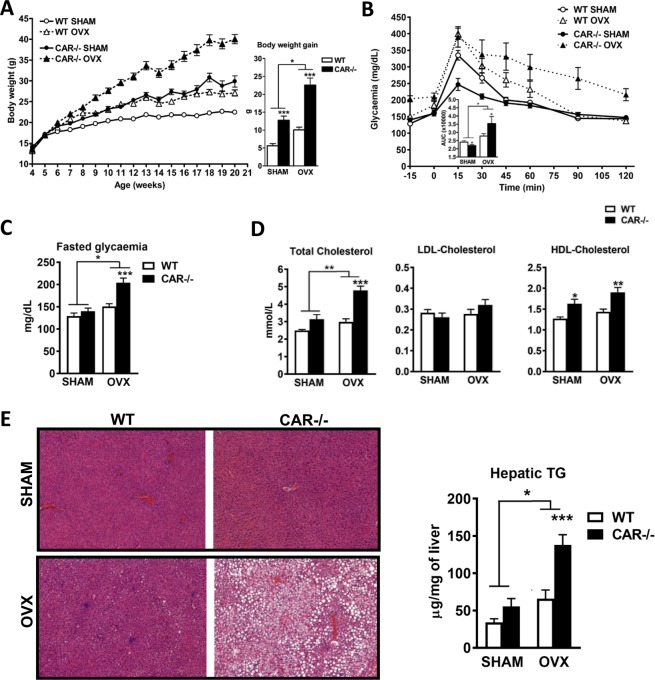
Ovariectomy in females leads to severe metabolic disorders in CAR−/− mice. WT and CAR−/− female mice were ovariectomized (OVX) or not (SHAM) at age 5 weeks. Body weight monitoring, body weight gain (**A**), glucose tolerance and fasted glycaemia (14 weeks) (**B**). Cholesterolemia (35 weeks) (**C**), histological sections of liver stained with H&E (35 weeks), magnification × 100 and hepatic triglyceride levels (**D**) in sham or OVX, WT and CAR−/− female mice. Data are presented as mean ± s.e.m. *p < 0.05, ***p < 0.001, n = 8 per group. LDL: low-density lipoprotein; HDL: high-density lipoprotein; TG: triglycerides.

A glucose tolerance test performed on 14 week-old-mice revealed glucose intolerance in CAR−/− ovariectomized mice that was not observed in CAR−/− sham-operated controls. The CAR−/− sham-operated controls always had a better glucose tolerance. Ovariectomy in CAR−/− mice led to fasted hyperglycemia, which was not observed in WT ovariectomized animals (Fig. 7C). CAR−/− ovariectomized females also became hypercholesterolemic, with higher total cholesterol and HDL cholesterol levels compared to CAR−/− sham-operated controls (Fig. 7D). The CAR−/− OVX mice also developed hepatic steatosis, as observed in the histological liver sections and the hepatic triglyceride quantification shown in Fig. 7E.

## Discussion

Epidemiological and clinical studies have largely demonstrated a sexual dimorphism in the prevalence of metabolic disorders, but the mechanism of these dissimilarities remains to be elucidated. Our study reveals a previously unrecognized sexually dimorphic role of CAR in the regulation of energy metabolism through sexual steroid hormones. Using a mouse model invalidated for the CAR nuclear receptor that we followed for over a year we show that the role of CAR in protecting against metabolic disorders is sex-specific (Fig. 8).

**Figure 8:**
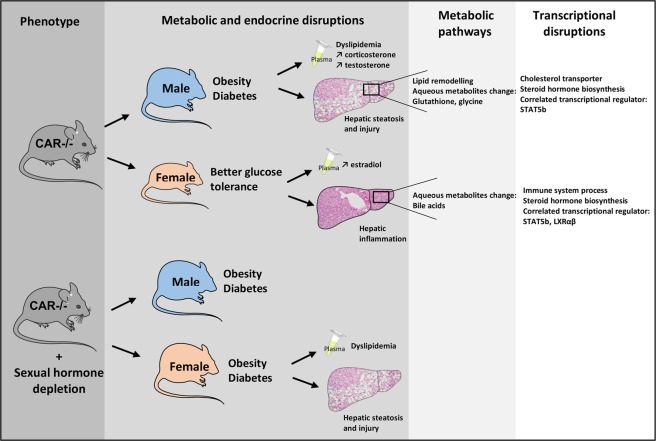
Visual model of sexual dimorphic effects of CAR deletion.

Many recent studies have highlighted the nuclear receptor CAR as an original target for the treatment of metabolic diseases. However, these studies were performed mainly in male models and the mechanisms by which this receptor regulates energy homeostasis were partially elucidated. Here we studied both female and male mice and followed them over time, allowing us to unravel a significant sexual dimorphism in energy metabolism regulation, influenced by CAR expression^19^. Differentially regulated CAR functions between male and female mice include glucidolipid metabolism, immune function, and steroid hormone metabolism. Moreover we unraveled an important similitude between the hepatic transcriptome of male CAR−/− and that of the transcription factor STAT5B. This suggests a disruption of the GH-STAT5B pathway in male CAR−/−, which may explain the metabolic disorders observed. Indeed, it was previously described that mice with a liver-specific STAT5B ablation developed hepatosteatosis, glucose intolerance and insulin resistance^20^. These metabolic disorders can also be explained by a most important deregulation of the SREBP1a pathway in males as shown in Fig. 5E^21^. STAT5B acts with the transcription factor HNF4α for the liver masculinization or feminization^22^, and previous studies on the litterature show that HNF4α regulate CAR expression, thereby contributing to CYPs dimorphic expression in the liver^23^. The crosstalk with LXR that we observe is consistent with the previous publication showing that an involvment of LXRβ in the pro-steatogenic effect of glucocorticoids, LXRb-deficient mice being protected from glucocorticoid-induced hepatic steatosis^24^.

Our results show that the absence of CAR leads to dissimilar lipid and metabolomic profiles between male and female CAR−/− mice, with exacerbated and deleterious metabolic modifications in males. These results are consistent with a previsous clinical study revealing an association between CAR polymorphism and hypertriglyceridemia only in men^25^. Lipidomic analysis showed a feminization of male CAR−/− liver (Fig. 3B). This result is consistent with litterature data showing that inhibition of the STAT5B signaling pathway leads to feminization of mice and that CAR is involved in this feminization^22^.

The regulation of energy metabolism by CAR was proposed to involve a combined inhibition of lipogenesis and gluconeogenesis^10^. In the present study we propose a possible mechanism involving STAT5B pathway and steroid hormones. The absence of CAR leads to different endocrine dysregulations between male and females. In males it leads to elevated levels of testosterone and corticosterone resulting in a pathological phenotype similar to that observed in patients with Cushing’s syndrome^26^. The CAR deficient females mice seem to be protected from these disorders by elevated female sexual hormones, since this protection is suppressed by ovariectomy. In a recent study, Quinn *et al*. revealed that stress hormones are the primary contributors to metabolic disruption in ovariectomized mice^27^. In the same study, they demonstrated that estradiol protects against hepatic glucocorticoids receptor signaling activation. These data imply that the metabolic disorders observed in CAR−/− male mice may be related to elevated corticosterone levels and that females are protected by their sexual hormones. This pattern would explain why ovariectomy impaired this protection, with CAR−/− ovariectomized females developing similar disorders as males (Fig. 7).

The liver is one of the primary sites of metabolism for steroid hormones which are metabolized irreversibly by A-ring reductases and hydroxysteroid dehydrogenases^28,29^. Three of these enzymes (*Srd5a1*, *Hsd3b1*, and *Hsd3b5*) were downregulated in males and/or females CAR−/− (Fig. 6C). This downregulation could explain in part the elevated levels of corticosterone observed in CAR−/− mice compared to WT (Fig. 6A). This hypothesis is supported by data showing that male or female mice lacking the enzyme *Srd5a1* exhibit elevated corticosterone levels and metabolic disorders^30,31^. Clinical studies have also demonstrated that administration of SRD5A reductase inhibitors to patients results in faulty corticosteroid clearance and in hepatic lipid accumulation^32^. It is interesting to mention that several genes involved in the metabolism of steroid hormones, and in particular those involved in the metabolism of glucocorticoids, have been previously reported as part of the STAT5B signature^22^. The hormonal dysregulation that we observe could therefore result from the dysregulation of the STAT5B pathway in the CAR−/− mice.

It is surprising to note how the absence of a single receptor is sufficient to lead to as many metabolic disorders in males but not in females. It is interesting to link these results with an emerging paradigm regarding the strong evolutionary pressure associated with female-mammalian liver, making it an organ endowed with significant metabolic flexibility to meet the extreme energy demands associated with the growth of embryo and lactation of the offspring^33^. Thus, in females, the absence of a single receptor is not sufficient to lift the protection against metabolic disorders, the balance may be fine-tuned by differential actions of other nuclear receptors.

Altogether, our findings show a key role of CAR in the STAT5B pathway regulation and in the balance of endocrine and therefore metabolic homeostasis. A better grasp of its role in the liver of the two sexes may allow to conceive novel treatments against metabolic diseases in men and women. Sex differences exist in the regulation of energy homeostasis. Better understanding of the underlying mechanisms for sexual dimorphism in energy balance may facilitate development of gender-specific therapies for metabolic diseases.

## Materials and Methods

### Animal experiments

All *in vivo* experiments were conducted following French national and European laws and regulations relating to the housing and use of animals in research and were approved by an independent ethics committee (Toxcométique, INRA ToxAlim, Toulouse, France). CAR knock out mice backcrossed on the C57BL/6 J background were provided by Dr. Urs A. Meyer (Biocenter, University Basel, Switzerland). Eight-week-old female and male WT and CAR−/− mice, 18 per group, were fed with a standard diet prepared by the Animal Feed Preparation Unit at the National Institute of Agricultural Research (INRA). This diet consists of 63% carbohydrate, 5% fat, 22% protein, 2% cellulose, 1% vitamins, and 7% minerals. Mice were allowed *ad libitum* access to food and water with 12-h light/dark cycle (23 ± 2 °C). Animals were sacrificed by cervical dislocation at Zeitgeber time 17 (ZT17) (in the fed state), which is the time of the highest hepatic CAR activity^34^. One group was sacrificed at age 16 weeks and the other group at age 68 weeks. At ages 12 and 62 weeks, glucose tolerance tests were performed, and an insulin tolerance test was performed at age 13 weeks. To investigate the effect of sex hormones, male and female WT and CAR−/− mice were randomized into groups (n = 8 per group): sham surgery group (SHAM), ovariectomized group (OVX), or castrated (CAST). Bilateral ovariectomy and castration at 4 weeks of age was performed under anesthesia administered via intraperitoneal injection of xylazine (10 mg/kg) and ketamine (25 mg/kg). Animals were also sacrificed by cervical dislocation at Zeitgeber time 17 (ZT17) (in the fed state). At 66 weeks of age, mice were placed in individual metabolic cages (Tecniplast France) to obtain 24-h urine samples for hormone dosage. Urine corticosterone levels were analysed using a corticosterone ELISA kit (ab108821, Abcam).

### Glucose tolerance test

All experiments were performed on conscious mice. For the oral glucose tolerance test (OGTT) or intraperitoneal glucose tolerance test, mice were fasted for 6 hours and received an oral (2 g/kg body weight) or intraperitoneal (1 g/kg body weight) glucose load. Blood glucose was measured at the tail vein using an AccuCheck Performa glucometer (Roche Diagnostics) at −15, 0, 15, 30, 45, 60, 90, and 120 min.

### Insulin tolerance test

Mice received an intraperitoneal injection of insulin (0.6 UI/kg body weight). Blood glucose concentrations were measured at the tail vein using the AccuCheck Performa glucometer before (−15 min) and after (0, 5, 15, 30, 45, 60, 90, and 120 min) insulin load.

### Blood and organ sampling

Blood was collected from the submandibular vein with a lancet into lithium-heparin coated tubes (BD Microtainer®). Plasma was prepared by centrifugation (1500 × g, 10 min, 4 °C) and stored at −80 °C. Liver, spleen, and subcutaneous and epidydimal white adipose tissue samples were collected, weighed, snap-frozen in liquid nitrogen, and kept at −80 °C for further analyses. Liver samples (50 mg) were fixed in formaldehyde (4%) for 24 h and embedded in paraffin or kept in tissue TEK.

### Plasma analysis

Plasma insulin, corticosterone, testosterone and estradiol levels were assayed using, respectively, the ultrasensitive mouse insulin ELISA kit (Crystal Chem), the corticosterone EIA kit (Immubodiagnosticssytems, UK), testosterone ELISA kit (Diagomics France), the Mouse/Rat Estradiol ELISA kit (Calbiotech - USA) following the manufacturers’ instructions. Aspartate transaminase (AST), alanine transaminase (ALT), total cholesterol, LDL cholesterol, HDL cholesterol, free fatty acids, and triglycerides were determined using a PENTRA 400 biochemical analyzer (Anexplo facility, Toulouse, France).

### Liver neutral, phospholipid, and sphingolipid analysis

Hepatic lipid contents were determined at the end of the experiment as described previously^35^.

### 1H-NMR–based metabolomics of liver extracts

Liver polar extract preparations for ^1^H-NMR–abased metabolic profiling and statistical analysis of metabolomics data were conducted as described previously^36^. Metabolites were assigned using previously published data (Claus S *et al*. Molecular Systems Biology 2008; Lukowicz C, Ellero-Simatos S *et al*. EHP 2018) and additional two-dimensional NMR experiments (COSY, HSQC and TOCSY sequences) on selected samples.

### Histology

Paraformaldehyde-fixed, paraffin-embedded liver tissue was sliced into 3-μm sections, deparaffinized, rehydrated, and stained with hematoxylin and eosin for histopathological analysis. Staining was visualized with a Leica microscope DM4000 B equipped with a Leica DFC450 C camera (Leica Microsystems). The scores of steatosis and inflammation were calculated according to the Kleiner method^17^ and was the sum of three scores using the entire slice field: (*a*) the first score was defined according to the surface covered by lipid droplets (i.e., a surface of lipid drople <5% of the entire slice corresponds to a score 0; a surface of lipid droplet >66% of the entire slice corresponds to a score 3); (*b*) for the second score, a predominant azonal distribution pattern of lipid droplets was graded with the highest value (score 3); and (*c*) the third score quantified the presence (score 1) or absence (score 0) of microvesicles.

### Gene expression studies

Total RNA was extracted with TRIzol® reagent (Sigma-Aldrich). For real-time quantitative polymerase chain reaction (qPCR), total RNA samples (2 μg) were reverse-transcribed using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Courtaboeuf, France). Primers for SYBR Green assays are presented in Supplementary Table 1. Amplifications were performed on an ABI Prism 7300 Real Time PCR System (Applied Biosystems). qPCR data were normalized by TATA-box binding protein mRNA levels and analyzed with LinRegPCR (2015.3 version).

### Microarray gene expression studies

Gene expression profiles were obtained for six liver samples per group at the GeT-TRiX facility (GénoToul, Génopole Toulouse Midi-Pyrénées, France) using Sureprint G3Mouse GE v2 microarrays (8 × 60 K; design 074809; Agilent technologies) as previously described^36^.

Microarray data and experimental details are available in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE123876.

For comparison with the signature of other receptors the DEG lists (FDR < 0,05) of altered mRNAs in the microarray of CAR−/− male and female mouse livers were compared in BaseSpace Correlation Engine (Illumina, www.nextbio.com) to the gene lists of liver signatures for STAT5B (GSE60253), GHR (GSE11396), LXRαβ (GSE38083), AhR (GSE10082), HNF4α (GSE10390) and NRF2 (GSE864) and SREBP1a (GSE53397). Positive correlation was shown by (-log (p-value overlap) > 4).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism for Windows (version 4.00; GraphPad Software). When only two groups were compared and the data were normally distributed, the student’s t-test was used; p < 0.05 was considered significant. When more than two groups were analyzed, two-way analysis of variance was performed, followed by an appropriate *post hoc* test (Bonferroni).

## Supplementary information

Supplementary Information 

## Data Availability

All data generated or analyzed during this study are included in the published article (and its online Supplementary Files).

## References

[1] Lee M-J, Wu Y, Fried SK (2013). Adipose tissue heterogeneity: implication of depot differences in adipose tissue for obesity complications. Mol. Aspects Med..

[2] Mauvais-Jarvis F, Clegg DJ, Hevener AL (2013). The Role of Estrogens in Control of Energy Balance and Glucose Homeostasis. Endocr. Rev..

[3] Maglich JM (2003). Identification of a Novel Human Constitutive Androstane Receptor (CAR) Agonist and Its Use in the Identification of CAR Target Genes. J. Biol. Chem..

[4] Yamamoto Y, Kawamoto T, Negishi M (2003). The role of the nuclear receptor CAR as a coordinate regulator of hepatic gene expression in defense against chemical toxicity. Arch. Biochem. Biophys..

[5] Forman BM (1998). Androstane metabolites bind to and deactivate the nuclear receptor CAR-beta. Nature.

[6] Kawamoto T, Kakizaki S, Yoshinari K, Negishi M (2000). Estrogen activation of the nuclear orphan receptor CAR (constitutive active receptor) in induction of the mouse Cyp2b10 gene. Mol. Endocrinol..

[7] Moore LB (2000). Orphan nuclear receptors constitutive androstane receptor and pregnane X receptor share xenobiotic and steroid ligands. J. Biol. Chem..

[8] Sugatani J (2001). The phenobarbital response enhancer module in the human bilirubin UDP-glucuronosyltransferase UGT1A1 gene and regulation by the nuclear receptor CAR. Hepatology.

[9] Swales K, Negishi M (2004). CAR, Driving into the Future. Mol. Endocrinol..

[10] Gao J, He J, Zhai Y, Wada T, Xie W (2009). The constitutive androstane receptor is an anti-obesity nuclear receptor that improves insulin sensitivity. J. Biol. Chem..

[11] Dong B (2009). Activation of nuclear receptor CAR ameliorates diabetes and fatty liver disease. Proc. Natl. Acad. Sci..

[12] Karvonen I, Stengård JH, Huupponen R, Stenbäck FG, Sotaniemi EA (1989). Effects of enzyme induction therapy on glucose and drug metabolism in obese mice model of non-insulin dependent diabetes mellitus. Diabetes Res..

[13] Lahtela JT, Arranto AJ, Sotaniemi EA (1985). Enzyme inducers improve insulin sensitivity in non-insulin-dependent diabetic subjects. Diabetes.

[14] Maglich JM (2004). The nuclear receptor CAR is a regulator of thyroid hormone metabolism during caloric restriction. J. Biol. Chem..

[15] Ding X, Lichti K, Kim I, Gonzalez FJ, Staudinger JL (2006). Regulation of constitutive androstane receptor and its target genes by fasting, cAMP, hepatocyte nuclear factor alpha, and the coactivator peroxisome proliferator-activated receptor gamma coactivator-1alpha. J. Biol. Chem..

[16] Qatanani M, Zhang J, Moore DD (2005). Role of the Constitutive Androstane Receptor in Xenobiotic-Induced Thyroid Hormone Metabolism. Endocrinology.

[17] Kleiner DE (2005). Design and validation of a histological scoring system for nonalcoholic fatty liver disease. Hepatology.

[18] Kobayashi K, Hashimoto M, Honkakoski P, Negishi M (2015). Regulation of gene expression by CAR: an update. Arch. Toxicol..

[19] Brie B (2019). Brain Control of Sexually Dimorphic Liver Function and Disease: The Endocrine Connection. Cell. Mol. Neurobiol..

[20] Baik M, Yu JH, Hennighausen L (2011). Growth hormone-STAT5 regulation of growth, hepatocellular carcinoma, and liver metabolism. Ann. N. Y. Acad. Sci..

[21] Shimano H (1997). Isoform 1c of sterol regulatory element binding protein is less active than isoform 1a in livers of transgenic mice and in cultured cells. J. Clin. Invest..

[22] Oshida K, Vasani N, Waxman DJ, Corton JC (2016). Disruption of STAT5b-Regulated Sexual Dimorphism of the Liver Transcriptome by Diverse Factors Is a Common Event. PLoS One.

[23] Wortham M, Czerwinski M, He L, Parkinson A, Wan Y-JY (2007). Expression of constitutive androstane receptor, hepatic nuclear factor 4 alpha, and P450 oxidoreductase genes determines interindividual variability in basal expression and activity of a broad scope of xenobiotic metabolism genes in the human liver. Drug Metab. Dispos..

[24] Patel R (2011). LXRβ is required for glucocorticoid-induced hyperglycemia and hepatosteatosis in mice. J. Clin. Invest..

[25] Lima LO, Almeida S, Hutz MH, Fiegenbaum M (2013). PPARA, RXRA, NR1I2 and NR1I3 gene polymorphisms and lipid and lipoprotein levels in a Southern Brazilian population. Mol. Biol. Rep..

[26] Pivonello R (2016). Metabolic Alterations and Cardiovascular Outcomes of Cortisol Excess. In Frontiers of hormone research.

[27] Quinn MA, Xu X, Ronfani M, Cidlowski JA (2018). Estrogen Deficiency Promotes Hepatic Steatosis via a Glucocorticoid Receptor-Dependent Mechanism in Mice. Cell Rep..

[28] Berliner, D. L. & Dougherty, T. F. Hepatic and extrahepatic regulation of corticosteroids. *Pharmacol. Rev*. **13**, (1961).

[29] Nixon M, Upreti R, Andrew R (2012). 5α-Reduced glucocorticoids: a story of natural selection. J. Endocrinol..

[30] Livingstone DEW (2015). 5α-Reductase Type 1 Deficiency or Inhibition Predisposes to Insulin Resistance, Hepatic Steatosis, and Liver Fibrosis in Rodents. Diabetes.

[31] Livingstone DEW (2017). Metabolic dysfunction in female mice with disruption of 5α-reductase 1. J. Endocrinol..

[32] Hazlehurst JM (2016). Dual-5α-Reductase Inhibition Promotes Hepatic Lipid Accumulation in Man. J. Clin. Endocrinol. Metab..

[33] Della Torre S, Maggi A (2017). Sex Differences: A Resultant of an Evolutionary Pressure?. Cell Metabolism.

[34] Montagner A (2016). Hepatic circadian clock oscillators and nuclear receptors integrate microbiome-derived signals. Sci. Rep..

[35] Régnier Marion, Polizzi Arnaud, Lippi Yannick, Fouché Edwin, Michel Géraldine, Lukowicz Céline, Smati Sarra, Marrot Alain, Lasserre Frédéric, Naylies Claire, Batut Aurélie, Viars Fanny, Bertrand-Michel Justine, Postic Catherine, Loiseau Nicolas, Wahli Walter, Guillou Hervé, Montagner Alexandra (2018). Insights into the role of hepatocyte PPARα activity in response to fasting. Molecular and Cellular Endocrinology.

[36] Lukowicz C (2018). Metabolic Effects of a Chronic Dietary Exposure to a Low-Dose Pesticide Cocktail in Mice: Sexual Dimorphism and Role of the Constitutive Androstane Receptor. Environ. Health Perspect..

# Supplementary material for: Dimorphic metabolic and endocrine disorders in mice lacking the constitutive androstane receptor
**Source:** Sci Rep. 2019 Dec 27;9:20169. doi: 10.1038/s41598-019-56570-0
**Supplement:** Supplementary file 1 — Supplementary Information

# Dimorphic metabolic and endocrine disorders in mice lacking the constitutive androstane receptor

Céline Lukowicz<sup>1</sup>, Sandrine Ellero-Simatos<sup>1</sup>, Marion Régnier<sup>1</sup>, Fabiana Oliviero<sup>1</sup>, Frédéric Lasserre<sup>1</sup>, Arnaud Polizzi<sup>1</sup>, Alexandra Montagner<sup>1</sup>, Sarra Smati<sup>1</sup>, Frédéric Boudou<sup>2</sup>, Françoise Lenfant<sup>2</sup>, Laurence Guzylack-Pirou<sup>1</sup>, Sandrine Menard<sup>1</sup>, Sharon Barretto<sup>1</sup>, Anne Fougerat<sup>1</sup>, Yannick Lippi<sup>1</sup>, Claire Naylies<sup>1</sup>, Justine Bertrand-Michel<sup>3</sup>, Afifa Ait Belgnaoui<sup>1</sup>, Vassilia Theodorou<sup>1</sup>, Nicola Marchi,<sup>4</sup> Pierre Gourdy<sup>2</sup>, Laurence Gamet-Payrastre<sup>1</sup>, Nicolas Loiseau<sup>1</sup>, Hervé Guillou<sup>1</sup>, Laïla Mselli-Lakhal<sup>1, #</sup>

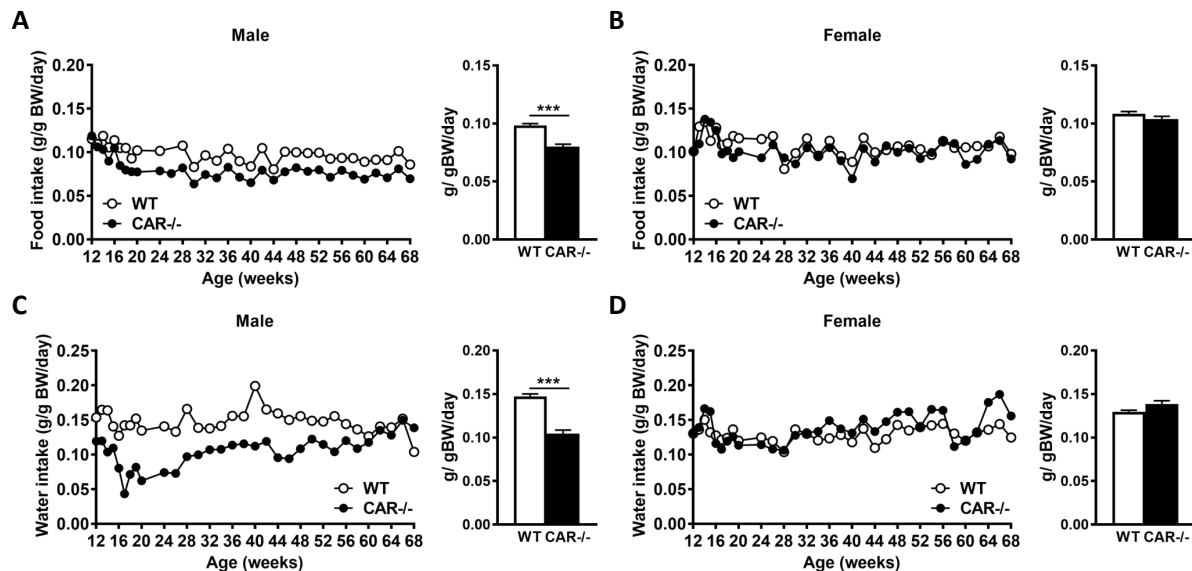

**Supplementary figure 1:** Food and water intake measured once a week was monitored from 12 to 68 weeks of age in WT and CAR<sup>-/-</sup> males (A, C) and females (B, D). Data are presented as mean±s.e.m in g of body weight (BW) per day. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

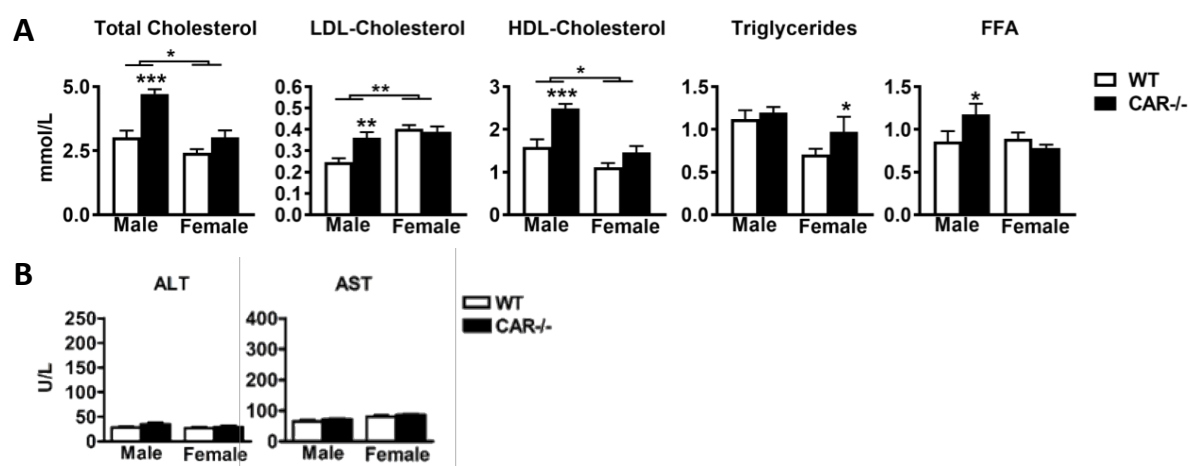

**Supplementary figure 2:** Plasma analysis was performed in male and female WT and CAR<sup>-/-</sup> mice at 16 weeks of age (**A**), n=10 per group. **B.** ALT, AST, and ALP levels were assessed in male and female WT and CAR<sup>-/-</sup> mice at age 16 weeks, n=10 per group. Data represent mean±s.e.m. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. LDL: low-density lipoprotein; HDL: high-density lipoprotein; FFA: free fatty acid; ALT: alanine transaminase; AST: aspartate transaminase.

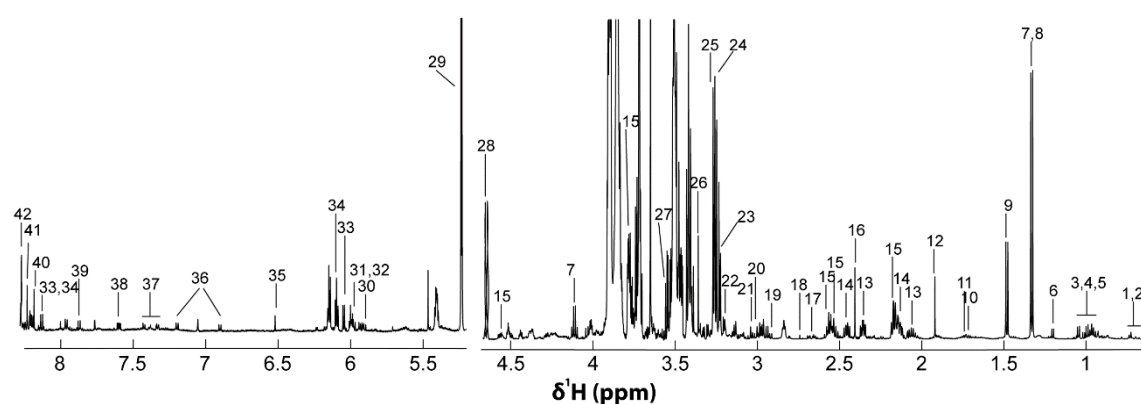

**Supplementary figure 3:** Partially assigned 600 MHz <sup>1</sup>H-NMR spectra of mouse liver aqueous extract. Keys. 1: bile acids (mixed); 2: tauro-conjugated bile acids (mixed); 3: leucine; 4: valine; 5: isoleucine; 6: 3-hydroxybutyrate; 7: lactate; 8: threonine; 9: alanine; 10: ornithine; 11: putrescine; 12: acetate; 13: glutamate; 14: glutamine; 15: glutathione; 16: succinate; 17: aspartate; 18: dimethylamine; 19: dimethylglycine; 20: creatine; 21: taurine conjugated to bile acids; 22: choline; 23: O-phosphocholine; 24: taurine; 25: betaine; 26: methanol; 27: glycine; 28: b-glucose; 29: a-glucose; 30: uridine; 31: UDP-glucose; 32: UDP-glucuronate; 33: NAD; 34: NADP; 35: fumarate; 36: tyrosine; 37: phenylalanine; 38: nicotinurate; 39: uridine; 40: AMP; 41: inosine; 42: formate.

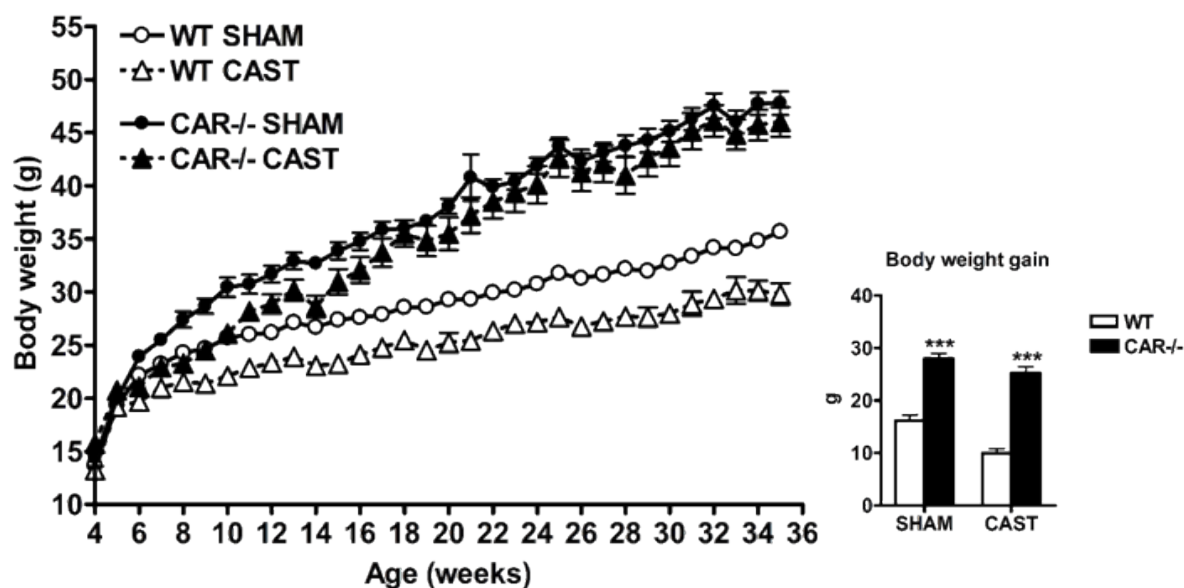

**Supplementary figure 4:** Body weight monitoring and body weight gain in WT and CAR-/- male mice, castrated (CAST) at 5 weeks old or not (SHAM) from 4 to 36 weeks of age (n=8 per group). Data represent mean $\pm$ s.e.m. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

**Supplementary table 1:** Oligonucleotide sequences used in real-time qPCR.

| Gene           | Ref GenBank  | Forward primer (5'-3')      | Reverse primer (3'-5')      |
|----------------|--------------|-----------------------------|-----------------------------|
| <i>Cyp7a1</i>  | NM_007824    | AGCAACTAAACAACCTGCCAGTACTA  | GCCGCAGAGCCTCCTTG           |
| <i>Cyp7b1</i>  | NM_007825    | ACATGGTGACACTTTCAGTGTCTTC   | GAACCTCTGAAAGCTTAATGTGTTTGG |
| <i>Cyp2c29</i> | NM_007815    | GCTCAAAGCCTACTGTCA          | CATGAGTGTAATCGTCTCA         |
| <i>Hsd3b5</i>  | NM_008295.2  | TCGAAAACATGAAGAGGAATTGTC    | CAGTACTCTCACCTTGGCCTTTG     |
| <i>Sult1a1</i> | NM_133670    | GGATCATTAAAGACACATCTGCCC    | CACATCCTTTGCATTTCGGG        |
| <i>Cyp17a1</i> | NM_007809.3  | GAGAAGTGCTCGTGAAGAAGGG      | CCGACAAGAGGCCTAGAGTCA       |
| <i>Cyp21a1</i> | NM_009995.2  | CCTCACTTTTGAGACAAGGACA      | CAGTCGTGAAGGGTCTGTACCA      |
| <i>Cyp1a1</i>  | NM_001136059 | CACTACAGGACATTTGAGAAGGGC    | GCTCAATGAGGCTGTCTGTGAT      |
| <i>Srd5a1</i>  | NM_175283.3  | CTAGCTATGTTTCTGATCCACTACGTG | TCAGAACTGGAAAAACCAGCG       |
| <i>Srd5a3</i>  | NM_020611.4  | GGCCTTCGATGTCCCA            | CAACTGAGATGACGTAGAAGTGAGAAA |
| <i>Hsd3b1</i>  | NM_008293    | CAAAGTATTCCGACCAGAAACCA     | GTCTCCTTCCAACACTGTACCTT     |
| <i>Hsd3b5</i>  | NM_008295.2  | TCGAAAACATGAAGAGGAATTGTC    | CAGTACTCTCACCTTGGCCTTTG     |
| <i>Hsd11b1</i> | NM_008288.2  | TGCCGTCATCTCCTCCTTG         | GGAGCAATCATAGGCTGGGTC       |
| <i>Sult2a1</i> | NM_001111296 | GATCTCGTCCTCAAGTACAGCTCTT   | CAAGCCATTAGTAACCTGATCTTCCT  |
| <i>Sult1e1</i> | NM_023135    | ATTTCACTTCTCCACGGAAC        | CCAAAACTTCATAATACTCAGGCATAG |

**Supplementary table 2:** Functional annotation clustering ( $p < 0.05$ ; fold change  $> 1.5$ ) using DAVID Bioinformatics Resources 6.7 for the 100 and 487 genes upregulated in CAR<sup>-/-</sup> male and female mice, respectively, at age 16 weeks.

| Up-regulated in male CAR-/- mice                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Functional categories                            | Gene name                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| GO:0017127~cholesterol transporter activity      | APOA4, ABCG8, ABCG5                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| GO:0005783~endoplasmic reticulum                 | HSD17B10, ERMP1, MOGAT1, SLC16A11, ADORA1, CIDEC, CD36, INSIG2, SULF2, FMO1, AGPAT9, KDSR, CYP2C38, AATK                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| GO:0055114~oxidation-reduction process           | HSD17B10, GPX6, FMO1, CYP3A59, KDSR, CYP2C38, HPGD                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| GO:0016020~membrane                              | NRP2, ERMP1, NRG4, SLC16A11, AQP4, CDCP1, ADORA1, CHCHD6, FAM19A5, SLC01A4, INSIG2, FMO1, PPL, PLIN4, AGPAT9, RASGRP2, PLCD3, MAS1, SLC35F2, CNTNAP1, ATP8B5, NT5E, GAL3ST1, AATK, 2010107G23RIK, MOGAT1, ABHD15, PIK3C2G, SLC22A27, ABCG8, ABCG5, CD36, SLC25A10, KDSR, CYP2C38                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Up-regulated in female CAR-/- mice               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Functional categories                            | Gene name                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| GO:0002376~immune system process                 | LY86, TLR1, PTPN22, LY9, TLR6, C1QC, TLR7, BTK, MARCO, CFP, OASL2, OASL1, MX1, SYK, ARHGEF2, PIK3CD, H2-DMB1, CLEC4N, PRKCB, CD84, C1QA, C1QB, CD86, LRMP, H2-AA, CD300LF, CD300LD, TNFAIP8L2, LST1, FGR, OAS3, IFI30, RSAD2, OAS2, CD74, NAIP6, MEFV, PYCARD, ZAP70, INPP5D, DHX58, CSF1R, LGALS3, HCK, TLR13, MYO1G, CD300E, AXL, CD5L, H2-AB1, FCGR1, AIM2, PSMB9, MARCH1, IFIT3, IRF7, CD79B, H2-DMA, CD14                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| GO:0005886~plasma membrane                       | PRC1, ADCY7, AIF1, TLR1, SLC7A8, CD52, CD53, TLR6, TLR7, IQGAP1, BTK, DMPK, MARCO, CD48, SIRPB1A, CD44, CLEC4F, GNG2, SYK, PTPRJ, NCF1, PIK3CD, SIRPA, CLEC4N, CCR5, RIPK3, CAR9, CD300LF, SLC38A1, EMP3, CD300LD, FGD2, LY6G6E, ITGAL, FGR, CSF2RB2, KCNA2, STK10, OAS3, IFI30, ITGB2, CD74, ADAP1, FAM65B, SLC11A1, P2RY6, CD68, FOLR2, APOBR, ZAP70, FCER1G, CSF1R, TYROBP, CD300E, MYO1G, ITGA4, ABCG3, FCGR1, ABCG1, FCGR3, CORO1A, P2RX7, GNGT2, RGS1, RGS2, NTRK2, PLCG2, CD274, CD79B, CLEC7A, TREML1, KCTD12, KCNJ16, PILRB1, MSR1, PREX1, TRPV2, LY9, FES, SDC3, TNFRSF11A, MSN, FAM129B, TREH, FAM129A, CSF2RA, PARVG, LAIR1, STX3, ATP4A, NFAM1, ALDH3B1, TRPM2, PRKCB, CD84, SIGLEC1, CARD11, CD86, ADRB1, DOK3, H2-AA, GPSM3, CYTH4, FPR1, RHBG, GPR65, FPR2, APBB1IP, VCAM1, LY6A, RGS10, LPXN, RASGRP1, IL10RA, IL2RG, PIK3R5, INPP5D, SELPLG, RASA4, SNX20, EHD4, KLRA2, FYB, PTPRC, FLRT1, SELL, HCK, AXL, RGS19, H2-AB1, ANXA3, P2RY12, MARCH1, SLC16A3, CYBA, P2RY13, CYBB, SLC16A9, RAB39, CD14, GFRA2 |
| mmu04145:Phagosome                               | MSR1, NCF2, NCF1, NCF4, FCGR4, H2-DMB1, ITGB2, H2-AB1, CTSS, TLR6, FCGR1, FCGR3, MARCO, CYBA, CYBB, CORO1A, TUBA8, TUBB6, H2-AA, CLEC7A, H2-DMA, CD14                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| GO:0009615~response to virus                     | BATF3, TLR13, OAS3, RSAD2, OAS2, IFIT3, IRAK3, IFI27L2A, OASL2, OASL1, OAS1A, MX1, DHX58                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| IPR001849:Pleckstrin homology domain             | FGD2, ARHGEF2, PLEKHM2, PLEK, PREX1, FERMT3, CYTH4, APBB1IP, VAV1, ARHGAP26, ADAP1, BTK, ARHGAP25, DOK2, DOK3, PLCG2, FAM129B, DOCK10, RASA4, DOCK11, FGD3, ARHGAP9                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| SH3 domain                                       | FYB, FGR, NCF2, NCF1, NCF4, HCLS1, HCK, ABI3, MYO1F, SAMSN1, VAV1, ARHGAP26, BTK, SLA, PRAM1, PLCG2, SASH3, ARHGAP9                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Lysosome                                         | PLA2G15, HCK, LGMN, IFI30, H2-DMB1, GPR137B, CTSS, TLR7, TRPM2, MARCH1, CD68, LAPTM5, RAB39, H2-DMA, SLC15A3, DRAM1, TM6SF1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Up-regulated in both male and female CAR-/- mice |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Functional categories                            | Gene name                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| GO:0016020~membrane                              | PAM, F11R, MTDH, LRTM1, KCNJ10, EXTL1, ACTG1, FMN2, NNT, RGS4, SLC41A3, RGS5, CAMK2B, MMD2, IFI203                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| GO:0070062~extracellular exosome                 | ACTG1, F11R, PAM, APCS, BHMT, WFDC2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

**Supplementary table 3:** Functional annotation clustering ( $p < 0.05$ ; fold change  $> 1.5$ ) using DAVID Bioinformatics Resources 6.7 for the 62 and 106 genes downregulated in CAR-/- male and female mice, respectively, at age 16 weeks.

| Down-regulated in male CAR-/- mice                 |                                                                                                                                                                          |
|----------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Functional categories                              | Gene name                                                                                                                                                                |
| mmu00140:Steroid hormone biosynthesis              | CYP7B1, CYP2C29, CYP2C38                                                                                                                                                 |
| GO:0003824~catalytic activity                      | ACSM2, MTHFD2, CSAD, IDE, MOXD1                                                                                                                                          |
| GO:0005102~receptor binding                        | PTK2B, IDE, HSPA1A, WIP1                                                                                                                                                 |
| Down-regulated in female CAR-/- mice               |                                                                                                                                                                          |
| Functional categories                              | Gene name                                                                                                                                                                |
| mmu00140:Steroid hormone biosynthesis              | UGT2B37, UGT2B35, CYP2C44, AKR1C18, HSD3B5, CYP3A44                                                                                                                      |
| Cell junction                                      | NOX4, SYT1, SDCCAG8, CLDN5, SYT6, ECT2                                                                                                                                   |
| transmembrane region                               | NOX4, GPR146, SYT1, NCEH1, LEPR, UGCG, HSD3B5, CLDN5, ABCA8A, RNF186, SYT6, DDR2, SLC25A30, UNC79, SLC01A1, P2RY1, SLC17A2, CLEC2D, SLC25A37, RNF24, CALN1, ADCK5, PQLC3 |
| Down-regulated in both male and female CAR-/- mice |                                                                                                                                                                          |
| Functional categories                              | Gene name                                                                                                                                                                |
| GO:0004497~monooxygenase activity                  | CYP2C37, CYP2C54, KMO, CYP2C39, CYP2C50                                                                                                                                  |

**Supplementary table 4:** Analysis of microarray data from male and female CAR-/- mouse livers compared to other transcription factors: STAT5b, GHR, LXR $\alpha\beta$ , AhR, HNF4 $\alpha$ , NRF2 (Knock-Out signatures) and SREBP (Over-expression signature).

|                              | Significance of overlaps between gene subsets |              |                |              |                      |              |                |              |
|------------------------------|-----------------------------------------------|--------------|----------------|--------------|----------------------|--------------|----------------|--------------|
|                              | CAR-/- Male                                   |              |                |              |                      |              |                |              |
|                              | Positive correlation                          |              |                |              | Negative correlation |              |                |              |
|                              | Up-regulated                                  |              | Down-regulated |              | Up-regulated         |              | Down-regulated |              |
|                              | P-value                                       | Gene numbers | P-value        | Gene numbers | P-value              | Gene numbers | P-value        | Gene numbers |
| STAT5b (GSE60253)            | 4,80E-71                                      | 671          | 3,20E-42       | 534          | 2,55E-02             | 391          | 6,04E-02       | 217          |
| GHR (GSE11396)               | 5,50E-43                                      | 486          | 2,70E-23       | 126          | 8,70E-03             | 103          | 7,00E-04       | 163          |
| LXR $\alpha\beta$ (GSE38083) | 9,20E-41                                      | 809          | 2,10E-20       | 433          | 5,00E-04             | 450          | 2,00E-04       | 365          |
| SREBP (GSE102259)            | 4,10E-25                                      | 216          | 1,70E-17       | 110          | 2,74E-02             | 100          | 2,20E-02       | 86           |
| AhR (GSE10082)               | 4,30E-28                                      | 270          | 2,00E-14       | 164          | 4,40E-06             | 163          | 2,70E-07       | 154          |
| HNF4 $\alpha$ (GSE10390)     | 1,10E-14                                      | 1171         | 4,90E-22       | 819          | 2,60E-12             | 1125         | 3,90E-03       | 716          |
| NRF2 (GSE864)                | 3,35E-01                                      | 27           | 1,03E-01       | 22           | 1,10E-05             | 49           | 7,00E-02       | 26           |
|                              | CAR-/- Female                                 |              |                |              |                      |              |                |              |
|                              | Positive correlation                          |              |                |              | Negative correlation |              |                |              |
|                              | Up-regulated                                  |              | Down-regulated |              | Up-regulated         |              | Down-regulated |              |
|                              | P-value                                       | Gene numbers | P-value        | Gene numbers | P-value              | Gene numbers | P-value        | Gene numbers |
| STAT5b (GSE60253)            | 6,40E-38                                      | 634          | 2,40E-23       | 533          | 8,52E-02             | 392          | 5,60E-10       | 254          |
| GHR (GSE11396)               | 4,20E-19                                      | 425          | 5,60E-32       | 153          | 7,80E-02             | 77           | 1,00E-04       | 224          |
| LXR $\alpha\beta$ (GSE38083) | 1,20E-182                                     | 887          | 6,20E-18       | 501          | 2,70E-03             | 390          | 9,20E-03       | 287          |
| SREBP (GSE53397)             | 3,10E-10                                      | 202          | 1,50E-22       | 128          | 3,33E-02             | 82           | 7,60E-05       | 100          |
| AhR (GSE10082)               | 2,40E-16                                      | 262          | 1,00E-19       | 165          | 3,70E-05             | 162          | 1,20E-07       | 160          |
| HNF4 $\alpha$ (GSE10390)     | 1,90E-07                                      | 1014         | 1,30E-33       | 919          | 4,40E-12             | 952          | 1,80E-09       | 640          |
| NRF2 (GSE864)                | 8,67E-01                                      | 16           | 9,27E-02       | 15           | 1,22E-01             | 18           | 7,50E-03       | 24           |

How the deposited data were processed for this re-analysis (not part of the article)

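Liver RNA from 24 mice aged 16 weeks, 6 in each of 4 groups (WT males, CAR−/− males, WT females and CAR−/− females), was measured on 24 one-color Agilent arrays, 1 per mouse. Genotype, sex and replicate number of each array come from the sample descriptions. The scanner intensities of each array were deposited by the authors as the scanner software wrote them, with median and mean spot intensity not background-subtracted and not normalized between arrays, and with a processed intensity that the software had background-subtracted and detrended within the array. The authors also deposited a table of log2 values, which they had made by filtering, log2 transforming and quantile normalizing the raw median signals; it holds 31343 probes, of which 31339 were also kept here. The range of the medians of its 24 arrays was 0.0072 on the log2 scale. Positions of probes refer to mm9. The smallest and the largest Pearson correlation between arrays of one group were 0.989 and 0.997, and no array had saturated probes.

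The log2 median signal was used without background correction. Spots of one probe were averaged. Probes were kept when the scanner software called them well above background on at least 4 of the 6 arrays of at least 1 group, and the kept probes were quantile normalized. The filter is not specified by the paper and was set here. Of the 22631 genes with a kept probe, 15619 carry a name or synonym found in the reference table of RefSeq genes; the others were kept under the names in the array files. The signal over background sets how far a weak gene can be read: where one group was not well above background, a fold change is a lower bound computed against the lowest signal well above background on each array of that group.

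One limma model with 4 group means gave the difference between CAR−/− and WT mice in each sex, the genotype by sex interaction (females minus males) and the difference between sexes in each genotype. All adjusted p-values of genes and probes come from limma with Benjamini-Hochberg adjustment over all kept probes within each comparison. A gene was called when at least 1 of its probes had an adjusted p below 0.05 and a fold change above 1.5; lists without the fold change minimum are given as such. Overlaps were tested with Fisher's exact test. Scores of gene lists were averaged per mouse, 1 probe per gene, after subtracting the mean of each probe over all arrays, and were tested between 6 and 6 mice with two-sided exact permutation tests (924 splits, smallest p 0.00216). Differences between the sexes used 100000 permutations of the genotype within each sex. The marker lists were those of Kupffer cells, monocytes, neutrophils, B cells, T and NK cells, endothelial cells, stellate cells, cholangiocytes and hepatocytes, and those of interferon response, proliferation, acute phase and sex; their 26 tests were adjusted together.

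Genes to be named were set by a rule: the deleted gene and Cyp2b10; Xist, Ddx3y, Eif2s3y and Kdm5d as checks of the sex labels; the 31 genes of Fig. 5D and the 6 of Fig. 6C; for each sex and direction the 5 called genes with the largest change whose 6 CAR−/− arrays lay beyond the 6 WT arrays; the 3 largest positive and the 3 largest negative interactions past the adjusted threshold; for each pathway covered from Supplementary Tables 2 and 3 its 3 most changed genes; and the genes near Nr1i3 called in both sexes. The tests, the main settings, the alternatives and this rule were fixed before the data were examined, except where a choice is said to have been made later. The condition under which a cluster counts as upregulated in one sex only was set before the clusters were computed.

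The alternatives were background correction with normexp (offset 50), scaling of the median or the processed signal to the 75th percentile, no filter or a stricter filter, the authors' log2 values, slide or replicate number as a block, leaving out slide 4 or each array in turn, other thresholds, the arrays of 1 sex alone, 1 probe per gene, the t-test of the methods, and other windows around Nr1i3. Slide numbers were read from the array files, and slides 1 to 3 held arrays of all groups. Replicate numbers do not pair the mice: of 36 pairs of arrays with the same number in different groups, 9 had a correlation over 0.1 after the group means were removed (from -0.285 to 0.292). For each count of called genes or probes, 100 groupings of the mice, the real one included, were compared.

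The calculation was tested on simulated data with 200 probes changed by 1 on the log2 scale in CAR−/− males, alternately raised and lowered. It called 192 of them in males (96%) and 0 unchanged probes, with a median estimated change of 0.998 for the raised probes. The interaction was called for 175 of the changed and 15 of the unchanged probes. R 4.3.3 with limma 3.58.1 and data.table 1.17.8 was used, and figures were drawn with matplotlib 3.10.9 and pandas 2.3.3. Functional enrichment was not repeated, since the annotation versions are not at hand; the gene lists printed in Supplementary Tables 2 and 3 were used in its place. The signatures of other regulators in Fig. 5E and the measurements other than the arrays were not analysed here.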

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

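The tests of the immune and Kupffer lists between the sexes, and those of these lists without shared genes, were chosen after the list scores were seen.

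Of 512 groups of 6 mice (named genes and scores), 31 held 1 mouse whose gap to the nearest other, divided by the range of the group, exceeded the 95% critical value of Dixon's test; chance gives about 1 in 20. WT female replicate 3 accounted for 7 of them. It was the lowest for Cyp2c37 (0.66), Cyp2c50 (0.636) and both Cyp2c54 probes (0.708 and 0.73), and the highest for Akr1b10 (0.707), Darc (0.75) and the proliferation score (0.694). CAR−/− female replicate 5 accounted for 4: highest for Batf3 (0.628) and lowest for Bcl6 (0.63), Ide (0.749) and the sex gap score (0.678). CAR−/− male replicate 6 was the lowest for Cd300e (0.746), Mnda (0.789) and the Kupffer score (0.896), and without it the Kupffer difference in males rose from 0.027 to 0.185 (adjusted p from 0.417 to 0.989 over the arrays left out). WT male replicate 5 was the lowest for Acsm2 (0.751) and Nox4 (0.657) and the highest for Akr1c18 (0.709). No biological explanation was tested for these mice, and none was left out.

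The other mice apart from their group were, among CAR−/− females, those for Sult1a1 (0.637), Rgs4 (0.762) and Slc22a5 (0.677). Among CAR−/− males they were those for Srebf2 (0.638), the acute phase score (0.69), Cenpl (0.657), Igsf9 (0.697), Csad (0.747) and Cyp2c38 (0.676). Among WT females they were those for Nceh1 (0.677), Slc25a30 (0.628) and Acsm2 (0.647), and among WT males those for Serpina4-ps1 (0.656) and Tap1 (0.635). Leaving out CAR−/− male replicate 5, which held the value of Csad and of Cyp2c38 apart, raised the genes called in males to 221 upregulated and 166 downregulated.

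The genotype by sex interaction passed the adjusted threshold for 119 probes. Of 100 groupings of the mice, 3 gave as many probes, the real one included. The groupings shuffled genotype within each sex, so they compare with no effect of genotype in either sex. They cannot decide whether the effects of the sexes differ, and chance is not excluded for the interaction by them. The largest other gave 704 probes and kept all 6 CAR−/− females but only 3 CAR−/− males in their group; the further one gave 160. Neither followed a slide. The count fell to 63 without the 3 WT arrays of slide 4 and to 41 without WT male replicate 3, and rose to 314 without CAR−/− female replicate 2. A difference between the sexes in the response to CAR deletion remains open as the biological explanation, and the number of probes is not settled by these data.

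Single genes whose response differed between the sexes, given as the log2 change in females minus that in males, were Marco (3.327), Bcl6 (3.455), Cyp2c38 (1.932), Oas2 (1.159), Oas1a (1.088), Abcg5 (-0.9585), Gpx6 (-1.776), Slco1a1 (-2.302), Cyp2c50 (-1.37), Cyp2c54 (-1.845 and -2.335 at 2 of its 3 probes), the probe A_55_P2072925 (-2.269) and Nr1i3 (-1.165). Over 33 other settings, the interaction passed the threshold in all 33 for Nr1i3, for these Cyp2c54 probes and for A_55_P2072925 (adjusted p from 0.0127 to 0.0416 for the last), in 32 for Cyp2c38, Cyp2c50 and Abcg5, in 28 for Oas2, in 20 for Gpx6, in 13 for Marco, in 12 for Slco1a1 and in 10 for Bcl6 and Oas1a. Bcl6 was also called downregulated in males in only 24 of them (adjusted p from 0.00603 to 0.096). For Nr1i3, WT females started from a higher signal than WT males, whereas the remaining signal of CAR−/− mice did not differ detectably between the sexes (adjusted p = 0.351). The third Cyp2c54 probe fell about equally in both sexes, with a difference of -0.08 between the sexes (adjusted p = 0.952), so the probes of this gene disagree on a difference between the sexes. The same holds for Cyp2c38, whose second probe had a difference of -0.42 (adjusted p = 0.721). Binding of a probe to related transcripts was not tested for the Cyp2c genes.

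Of the 200 genes nearest to Nr1i3 on chromosome 1, between 162939427 and 180259055, 30 (15%) were called in the same direction in both sexes, against 33 of 22180 other genes (0.149%; Fisher's exact test, one-sided, p = 2.39e-45). They make up 47.6% of the 63 genes with a known position called in both sexes apart from Nr1i3. In 17257 windows of the same size on other chromosomes, the largest number was 5. Some were higher and others lower in CAR−/− mice. Within the region, the response also differed between the sexes for Ifi202b (1.466), Pcp4l1 (-2.165), Mnda (0.7275) and a long noncoding RNA of chromosome 1 (0.7313); the interaction of Ifi202b and Pcp4l1 passed the threshold in every setting in which they were tested, that of Mnda in 12 of 33 (adjusted p from 0.02 to 0.136) and that of the noncoding RNA in 17 (from 0.0132 to 0.0685). Ifi202b was not well above background in WT mice of either sex, so the size of its difference is not exact; among CAR−/− mice, where all arrays were well above background, its log2 signal was 1.37 higher in females than in males (adjusted p = 8.52e-09).

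A candidate explanation for the 30 genes is that DNA of the strain in which the deletion was made remained around Nr1i3 after the backcross. An effect of the deletion itself on its neighbors would raise the number in this region too, so the number alone does not favor either. The share of called genes was 13% among the 100 nearest genes and 15% among the 200 nearest, and 31 were called among the 400 nearest. The share thus did not fall with distance within the region. This argues against an effect limited to the closest neighbors, but not against one that reaches across the region. Probes of one gene differed for some of these genes (Gas5 changed by -4.36, -1.38 and -0.04 in males), as a variant under a probe could cause without a change in expression. That effect, and regulation of these genes by CAR, were not tested and stay open.

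The immune system process list rose more in CAR−/− females than in males, by 0.751 (100000 permutations, p = 0.0173; from 0.644 to 0.818, with p from 0.011 to 0.0343, when each array was left out). An effect of the slide is argued against by the difference in females of 0.8519 with slide as a block, and of 0.66, 0.77 and 1.04 within slides 1, 2 and 3. The exact permutation test with slide as a block gave p = 0.00216, the smallest that the 924 splits allow. These splits were not confined to slides, so this p does not account for the slide. That 1 or 2 mice made the rise in females is argued against by 6 of 6 CAR−/− females above all WT females. More Kupffer cells or other leukocytes in the livers of CAR−/− females may explain it. The Kupffer list rose by 1.168 in females (exact permutation test, adjusted p = 0.0281, 6 of 6 CAR−/− females above all WT females) and by 0.03 in males (adjusted p = 0.918), a difference between the sexes of 1.14 (p = 0.00677). The value near 0 in males averages genes of both directions. In males, 7 of the 9 genes with a kept probe were higher in CAR−/− mice (median over the 9 of 0.224), whereas Marco (-0.77) and C6 (-0.71) were lower. All 9 of the 10 listed Kupffer genes that had a kept probe rose in females, by 0.43 to 2.56, and 8 were called; those with the highest signal, which also depends on the probe, were Cd5l (log2 signal of 13.48, change of 1.45) and Clec4f (12.3, change of 1.01). Of the 9, 2 are in the immune list; the 7 others rose by 0.929 (exact permutation test, p = 0.00216). Without the Kupffer and interferon markers, the 50 remaining immune genes rose by 0.871 in females (exact permutation test, p = 0.00216). The authors chose the immune list on these same arrays from genes called in females alone. Neither this rise nor the difference of the whole list between the sexes is therefore independent evidence. Activation of resident cells and an effect of CAR in hepatocytes stay open, since arrays of whole liver do not separate cell number from expression per cell. The adjusted p of the Kupffer list ranged from 0.0281 to 0.0563 over the arrays left out, the highest without WT female replicate 2. Immunoglobulin transcripts were among the largest increases in both sexes, without a detectable difference between the sexes (adjusted interaction p from 0.789 to 0.854), whereas the B cell list, which holds no immunoglobulin gene, passed the threshold in neither sex; a change in cells of the B lineage stays open.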

How the results depend on the processing

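The tests of the immune and Kupffer lists between the sexes were chosen after the list scores were seen; the other alternatives were planned. No value past its threshold changed sign. Some values of named genes that passed the threshold in no setting did, such as the interaction of Fmn2 (from -1.20 to 0.87) and that of Gm4955 (from -0.44 to 0.39), each positive with the processed signal. Among the values of named genes, 22 lost and 6 gained the threshold without slide 4, 21 lost it with slide as a block, 18 lost and 4 gained it with the processed signal, 17 lost it without a filter, 10 lost it with replicate number as a block, 7 lost and 4 gained it with normexp correction, 5 lost and 5 gained it with the median signal scaled to the 75th percentile, 1 lost and 1 gained it with the authors' log2 values, and 2 gained it with the stricter filter. List and score values changed sign in 28 of 1021 cases, in 4 of 31 lists and scores and never past the threshold. Where the cause is not given, the cause was not tested. Signals not well above background limit what can be read of dim genes.

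Without a fold change minimum, which admits more genes by construction, the upregulated and downregulated genes numbered 503 and 295 in males (419 and 239 in males only), 1123 and 454 in females (1039 and 398 in females only) and 84 and 56 in both sexes. Genes differing between the sexes then numbered 5750 in WT and 6088 in CAR−/− mice, and 46 genes near Nr1i3 were called. With an unadjusted p and a fold change above 1.5 there were 222 and 172 genes in males (156 and 115 in males only), 223 downregulated in females (166 in females only) and 66 and 57 in both sexes. The probes changed in either sex were 948 with a fold change minimum and 10150 unadjusted, and 3476 probes had an unadjusted interaction. With 50 genes on either side of Nr1i3, 13 genes were called, from a smaller window.

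The t-test of the methods, adjusted, gave 66 upregulated and 43 downregulated genes in males (49 and 18 in males only) and 283 and 55 in females (266 and 30 in females only); unadjusted, it gave 213 and 155 in males (157 and 108 in males only). With the 12 arrays of the sex alone, 41 genes were downregulated in males only. Processed signals scaled to the 75th percentile gave 151 downregulated genes in males, 154 upregulated and 114 downregulated in males only, 160 downregulated in females only, 2872 and 3189 genes differing between the sexes in WT and CAR−/− mice, and 64 probes with an interaction. Normexp correction gave 67 genes upregulated in males only and 179 probes with an interaction. The interaction count was 184 with the median signal scaled to the 75th percentile, 54 without a filter and 63 without slide 4.

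Without slide 4, the Kupffer list in females rose by 1.028 and the interferon list by 0.6983 (exact permutation test, adjusted p = 0.0619 for both). The females left allow no p below 0.00476 before adjustment, which both lists reached, so the loss of the threshold follows from the fewer mice and says nothing about stability. With slide as a block the monocyte list rose by 0.4625 (adjusted p = 0.0375, from splits not confined to slides, so that it does not account for the slide). With replicate number as a block, the Kupffer difference of 1.168 and the interferon difference of 0.7703 had an adjusted p of 0.203; the pairing by number allows no p below 0.0312 before adjustment, so this says nothing about stability.

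With each of the 24 arrays left out in turn, the genes called in males ranged from 80 (without CAR−/− replicate 2) to 221 (without CAR−/− replicate 5) upregulated, and from 56 (without CAR−/− replicate 3) to 166 (without CAR−/− replicate 5) downregulated. In males only, they ranged from 56 to 183 and from 27 to 130, with the lowest both without CAR−/− replicate 2 and the highest both without replicate 5. Probes with an interaction ranged from 41 (without WT male replicate 3) to 314 (without CAR−/− female replicate 2). The Kupffer list in females ranged from 1.05 to 1.271 and the interferon list from 0.6809 to 0.839 (adjusted p from 0.0281 to 0.0563 for both). Both lost the threshold without WT female replicate 2, each at an adjusted p of 0.0563. The monocyte list in females ranged from 0.3362 to 0.5498 (adjusted p from 0.0375 to 0.225) and passed the threshold only without CAR−/− female replicate 1 and without CAR−/− female replicate 2, where it was 0.5498.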

Differences from the paper's values

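No test in this part was chosen after the result was seen. None of the paper's 7 values compared differed from the values here by more than 1.5 times.

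From the Venn diagrams, the text of the paper gives numbers of differentially expressed genes per sex, 100 and 62 in males and 487 and 106 in females. The legend of Fig. 5 calls the genes of these diagrams specifically regulated. These numbers match the genes called in one sex only here, 101 and 63 in males and 487 and 106 in females. All genes called in each sex were 136 and 93 in males and 522 and 136 in females. With the authors' log2 values, set as an alternative before the data were examined, the numbers for one sex only were 100, 62, 487 and 106. For the heat map, the paper gives 3214 probes without a stated threshold; 2559 were counted here and 2555 with the authors' log2 values. No setting gave the paper's number.

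The paper places 2 clusters upregulated in females only and 1 in males only, whereas 3 and 2 met the condition used here. The tables of the paper list Cyp2c38 as upregulated and as downregulated in males, and its probes changed in opposite directions here.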

Other observations

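The test of the interferon genes outside the immune list and the look at Nnt were chosen after the results were seen; the other tests were not.

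For each count of called genes, 100 groupings of the mice (real one included) were compared. As many genes as in the real grouping were called in 1 of 100 for those upregulated in males, downregulated in males, upregulated in females, upregulated in both sexes and downregulated in both sexes, for probes changed in either sex, and for genes differing between the sexes in WT and in CAR−/− mice. For genes downregulated in females it was 4 of 100. Chance can thus be excluded for each. The largest other grouping gave 75 genes in males and 297 in females. The latter is fewer than the real 522 upregulated but more than the real 136 downregulated genes in females. It gave 0 genes in both sexes, 1517 probes changed in either sex, and 819 and 1143 genes differing between the sexes in WT and CAR−/− mice.

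In WT mice 1661 genes differed between the sexes and in CAR−/− mice 1932. The gap between 708 male-biased and 1092 female-biased genes was 2.16 in WT and 2.33 in CAR−/− mice on the log2 scale, a difference of 0.17 (100000 permutations of genotype within sex, p = 0.513; from 0.0772 to 0.255 when each array was left out). The score, male-biased minus female-biased genes, changed with CAR deletion by -0.29 in males (exact permutation test, p = 0.0801) and by -0.45 in females (exact permutation test, p = 0.00649).

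Of the genes of steroid metabolism in Fig. 6C, which the paper measured at another age, Hsd3b5 and Hsd11b1 are given at the claims on Fig. 5. At 16 weeks Akr1c14 changed by -0.14 in males and -0.19 in females (adjusted p = 0.654 and 0.48), Srd5a1 by -0.24 and -0.06 (adjusted p = 0.468 and 0.88) and Aldh3a2 by 0.84 and -0.23 (adjusted p = 0.087 and 0.692; in males from 0.0293 to 0.224 over the other settings). Hsd3b1 was not well above background in males and changed by -0.61 in females (adjusted p = 0.363).

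Besides Kupffer cells, the marker lists gave the following differences between CAR−/− and WT mice, in females and then males, with exact permutation tests adjusted over 26 tests. Interferon response: 0.77 and 0.16 (adjusted p = 0.0281 and 0.406), with 14 of 14 genes higher in females, 11 called, 7 of them in the immune list, and the highest signals for Oasl1 (log2 signal of 11.91) and Isg15 (11.6); 6 of 6 CAR−/− females lay above all WT females, and the 7 genes outside the immune list rose by 0.734. Monocytes: 0.52 and -0.16 (0.075 and 0.401). Neutrophils: 0.64 and -0.17 (0.374 and 0.496). B cells: 0.24 and 0.30 (0.374 and 0.203). T and NK cells: -0.03 and 0.02 (0.918 and 0.883). Endothelial cells: 0.08 and -0.00432 (0.663 and 0.965). Stellate cells: 0.22 and -0.09 (0.374 and 0.496). Cholangiocytes: -0.15 and -0.18 (0.406 and 0.374). Hepatocytes: -0.06 and -0.03 (0.374 and 0.374). Proliferation: 0.42 and -0.13 (0.203 and 0.374). Acute phase: 0.88 and -0.48 (0.374 and 0.406). Sex markers: 0.08 and -0.07 (0.406 and 0.374). Signals of different probes do not rank transcripts by abundance; the markers with the highest log2 signal in the other lists were Fn1 (16.08), S100a9 (8.778), Cd79b (7.092, in the immune list), Cd4 (12.95), Clec4g (12.48), Dcn (14.48), Spp1 (8.827), Alb (18.67), Birc5 (8.611), Hp (17.99) and Xist (8.52).

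Nnt, chosen after its values were seen, is disrupted in C57BL/6J mice. Its probe on chromosome 13, from 120124335 to 120124394, was called upregulated in CAR−/− mice of both sexes, whereas a second, dim probe changed by less than the fold change threshold. The background of the WT mice at this gene was not tested.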
